# Milk yield responses to changes in milking frequency during early lactation are associated with coordinated and persistent changes in mammary gene expression

**DOI:** 10.1186/1471-2164-14-296

**Published:** 2013-05-02

**Authors:** Emma H Wall, Jeffrey P Bond, Thomas B McFadden

## Abstract

**Background:**

The lactating mammary gland responds to changes in milking frequency by modulating milk production. This response is locally regulated and, in dairy cows, the udder is particularly sensitive during early lactation. Relative to cows milked twice-daily throughout lactation, those milked four-times-daily for just the first 3 weeks of lactation produce more milk throughout that lactation. We hypothesized that the milk yield response would be associated with increased mammary cell turnover and changes in gene expression during frequent milking and persisting thereafter. Cows were assigned to unilateral frequent milking (UFM; left udder halves milked twice-daily; right udder halves milked four-times daily) on days 1 to 21 of lactation, followed by twice-daily milking for the remainder of lactation. Relative to udder halves milked twice-daily, those milked four-times produced more milk during UFM; the difference in milk yield declined acutely upon cessation of UFM after day 21, but remained significantly elevated thereafter. We obtained mammary biopsies from both udder halves on days 21, 23, and 40 of lactation.

**Results:**

Mammary cell proliferation and apoptosis were not affected by milking frequency. We identified 75 genes that were differentially expressed between paired udder halves on day 21 but exhibited a reversal of differential expression on day 23. Among those genes, we identified four clusters characterized by similar temporal patterns of differential expression. Two clusters (11 genes) were positively correlated with changes in milk yield and were differentially expressed on day 21 of lactation only, indicating involvement in the initial milk yield response. Two other clusters (64 genes) were negatively correlated with changes in milk yield. Twenty-nine of the 75 genes were also differentially expressed on day 40 of lactation.

**Conclusions:**

Changes in milking frequency during early lactation did not alter mammary cell population dynamics, but were associated with coordinated changes in mammary expression of at least 75 genes. Twenty-nine of those genes were differentially expressed 19 days after cessation of treatment, implicating them in the persistent milk yield response. We conclude that we have identified a novel transcriptional signature that may mediate the adaptive response to changes in milking frequency.

## Background

The development and function of many organs is responsive to and regulated by the physiological demands placed upon it [1-3]. The mammary gland is no exception and regular removal of milk is critical to maintaining milk secretion. During early lactation, the milk production potential of the mammary gland is particularly sensitive to the nutritional needs of the offspring such that an increase in demand (milk removal) elicits an increase in milk production [4]. This is an adaptive strategy, regulated at the level of the mammary gland, to meet the demands of the offspring [5]. In dairy production systems, frequent suckling by the offspring can be mimicked by frequent machine milking (3 or more times daily) to stimulate milk production in ruminants by 12 to 14% [6,7]. As a result, frequent milking of dairy cows has become a successful management tool for increasing milk production efficiency and many dairy producers have adopted three times daily milking of their cows.

More recently, it has been reported that increased milking frequency (**IMF**; four times daily milking (**4×**) or more) for the first few weeks during early lactation elicits an increase in milk production that partially carries over through the remainder of that lactation, even after the milking frequency is returned to 2× [4,8-10]. Although the mechanisms underlying this response are unknown, we have shown that both the acute and the long-term increases in milk yield are regulated locally, at the level of the mammary gland [10]. With respect to possible mechanisms for regulating the increase in milk yield in response to IMF, changes in cell number, activity, blood supply and/or mammary metabolism have been proposed [9,11-15].

Recently, Connor et al. [11] investigated the transcriptional response of the mammary gland to IMF during early lactation. They observed changes in mammary expression of genes involved in cell proliferation, cellular remodeling, and nutrient transport. Mammary cell proliferation, however, was not consistently affected [9] and was not affected by IMF in other experiments [12,16]. Therefore, although there is a clear transcriptional response to IMF, the functional implications of this response remain unclear. We recently reported that the milk yield response to IMF is mediated by genes acutely regulated by removal of milk from the mammary gland [15]. Many of the differentially expressed genes have been associated with cell proliferation and apoptosis; however, those processes were not affected by IMF based on direct functional measurements [13]. That experiment was designed to investigate the mechanisms involved in the increase in milk yield early in the response to IMF (day 5 of lactation) and, like other experiments [9,11,12,16], biopsies were obtained during the acute phase of frequent milking treatment, when differential milk yield was increasing. The milk yield response to IMF is dynamic, however, characterized by a marked increase in milk yield during IMF that peaks by day 21 of lactation; followed by a marked, acute decrease in milk yield upon cessation of IMF; and finally a carryover effect that maintains an increased level of milk production that is stable and persistent. Therefore, we adopted a sequential tissue sampling approach to provide insight on the potential mechanisms involved at each of those stages.

In the current experiment, we used a half-udder model and a functional genomics approach to determine the physiological and transcriptional changes associated with each phase of the milk yield response to frequent milking during early lactation. We hypothesized that the dynamic milk yield response would be associated with changes in mammary cell proliferation, apoptosis, and/or gene expression. In addition, we hypothesized that the persistent increase in milk yield would be associated with persistent changes in mammary gene expression. Our objectives were to determine the cellular and transcriptional responses associated with: 1) sustained (21-day) unilateral 4× milking during early lactation; 2) the acute decline in milk yield upon cessation of unilateral 4× milking; and 3) the persistent increment in milk yield after resumption of 2× milking in glands initially milked 4×. Our results revealed a coordinated transcriptional response of at least 75 genes that was strongly associated with differential milk yield over time, implicating those genes in the autocrine regulation of milk production. In addition, 29 of these genes were differentially expressed on day 40 of lactation, suggesting they may regulate the stable and persistent increment in milk yield after 4× milking in early lactation.

## Results

### Milk yield

On day 1 of lactation, udder halves produced similar amounts of milk (*P* > 0.30; Figure 1A and B). During UFM, milk production from the 4× udder half increased dramatically and on day 21, average milk production of 2× and 4× udder halves was 20.3 ± 0.8 vs. 26.9 ± 0.8 kg/day, respectively (Figure 1A and B); hence the milk yield differential was 6.6 kg/day. During the entire UFM treatment period, differential milk production of 4× udder halves averaged 5.1 ± 0.6 kg/day more milk than the 2× udder half (*P* < 0.001; Figure 1A and B). Immediately after cessation of UFM, milk production from the 4× udder halves decreased (*P* < 0.01) by day 23; however, the 4× udder half continued to produce 2.7 ± 0.3 kg/day more milk than the 2× udder half through d 180 of lactation (*P* < 0.05; Figure 1A and B; data shown are through day 45 of lactation only).

**Figure 1:**
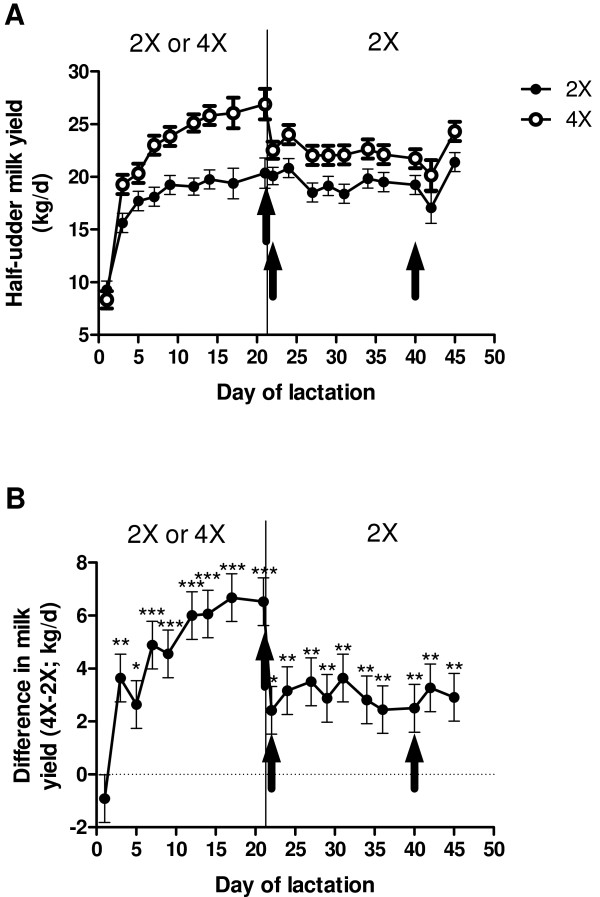
**Changes in milk production in response to IMF.A**. Total milk yield or **B**. difference in milk yield between udder halves, of 6 cows assigned to unilateral frequent milking (UFM; twice daily milking (2×) of the left udder half, four times daily milking (4×) of the right udder half) for days 1 to 21 of lactation. Quartermilk production was measured through 45 d of lactation, and milk production from the 2× udder half was subtracted from that of the 4× udder half to obtain differential yield. There was no difference between udder halves in milk production on day 1 of lactation (*P* > 0.30). Milk production of the 4× udder half increased dramatically (*P* < 0.001) during UFM and was greater than that of the 2× udder half through day 45 of lactation (*P* < 0.01). Black vertical arrows indicate timing of biopsy sampling.

### Mammary cell proliferation and apoptosis and tissue architecture

Incorporation of [^3^H]-thymidine into DNA *in vitro* averaged 74 ± 20 disintegrations per min/μg of DNA and was not affected by 4× milking or by day of lactation (*P* ≥ 0.80; Figure 2). The percentage of epithelial cells or stromal cells that were TUNEL positive averaged 0.73 ± 0.70 and 0.38 ± 0.40, respectively, and was not affected by 4× milking or by day of lactation (*P* ≥ 0.30; Figure 3A and B). Proportions of tissue space occupied by epithelial or stromal cells were remarkably consistent and were not affected by treatment or time (*P* ≥ 0.40; Figure 4A and B).

**Figure 2:**
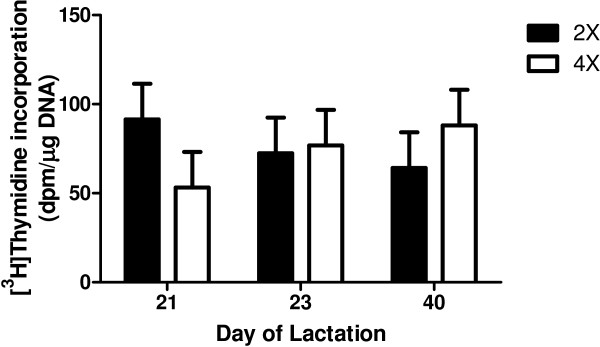
**Incorporation of [**^**3**^**H]-thymidine into DNA of mammary tissue of cows (n = 6) assigned to unilateral frequent milking (UFM; twice daily milking (2×) of the left udder half, four times daily milking (4×) of the right udder half) for days 1 to 21 of lactation.** Mammary biopsies from both udder halves were obtained on d 21, 23, and 40 of lactation. Each bar represents Least Squares mean ± pooled standard error. Incorporation of [^3^H]-thymidine into DNA was not affected by 4× milking or by day of lactation (*P* ≥ 0.80).

**Figure 3:**
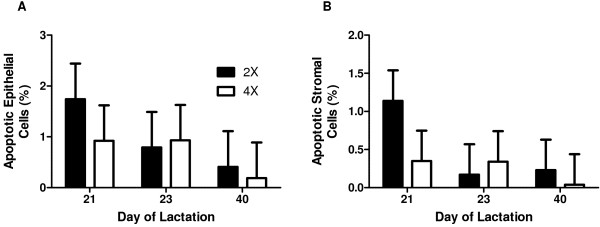
**Mammary cell apoptosis.** Percentage of apoptotic **A**. epithelial or **B**. stromal cells in mammary tissue of cows (n = 6) assigned to unilateral frequent milking (UFM; twice daily milking (2×) of the left udder half, four times daily milking (4×) of the right udder half) for days 1 to 21 of lactation. Mammary biopsies from both udder halves were obtained on d 21, 23, and 40 of lactation. Each bar represents Least Squares mean ± pooled standard error. Mammary cell apoptosis was not affected by 4× milking or by day of lactation (*P* ≥ 0.30).

**Figure 4:**
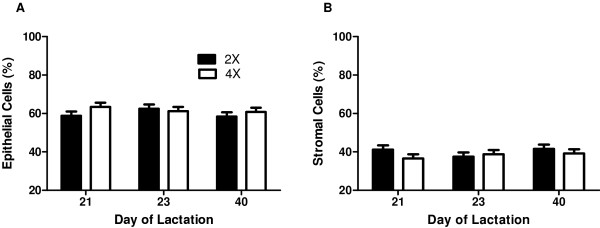
**Mammary cell population dynamics.** Percentage of **A**. epithelial or **B**. stromal cells in mammary tissue of cows (n = 6) assigned to unilateral frequent milking (UFM; twice daily milking (2×) of the left udder half, four times daily milking (4×) of the right udder half) for days 1 to 21 of lactation. Mammary biopsies from both udder halves were obtained on d 21, 23, and 40 of lactation. Each bar represents Least Squares mean ± pooled standard error. The proportion of mammary epithelial and stromal cells was not affected by 4× milking or by day of lactation (*P* ≥ 0.40).

### Microarray analysis of gene expression

#### Identification of genes associated with milk yield

One of the main objectives of our microarray experiment was to identify genes whose expression changed in association with changes in differential milk yield. Therefore, we analyzed the data to identify genes whose differential expression (4× minus 2×) reversed (e.g., changed from positive to negative or vice-versa) from day 21 of lactation (during UFM) to day 23 of lactation (after UFM had ceased). 

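Mammary tissue of 6 cows was biopsied on lactation days 21, 23 and 40 from 1 gland of the 4× side and 1 gland of the 2× side of each udder, and RNA from each of the 36 biopsies was hybridised to 1 GeneChip Bovine Genome Array. The 4× side was the right side in all 6 cows. Rear glands were biopsied on days 21 and 40 and fore glands on day 23, so that gland position and day of lactation changed together from day 21 to day 23. The authors' values were log2 signals from the Robust Multichip Average for 24128 probe sets, of which 112 control probe sets were left out and 24016 were tested. Differential expression was the log2 value of the 4× gland minus that of the 2× gland of the same cow on the same day. It was fitted with limma, with a mean for each day and a spread for each probe set shared by the 3 days, and p-values were adjusted over all probe sets by the method of Benjamini and Hochberg. The change from day 21 to day 23 was the differential expression on day 23 minus that on day 21. A mean over a group of genes was taken in each cow, with its SD over the 6 cows, and was tested by an exact, two-sided sign-flip permutation test over the cows, whose smallest p is 0.031. Probe sets outside Table 1 took their gene symbols from the array's annotation, which gives a single symbol for 13318 of all 24128 probe sets. The number of arrays limits the precision.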

We identified 1637 genes that exhibited a significant reversal or reduction in differential expression (*P* < 0.05). 

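Among the named genes with the smallest p for the change from day 21 to day 23 were the probe set that Table 1 gives for ERBB3, a receptor of the epidermal growth factor family, and CYB561, a cytochrome of vesicle membranes. Differential expression of ERBB3 was −0.82 on day 21 and 0.41 on day 23, a change of 1.23 (SE 0.28); the array's annotation gives that probe set as RGN. That of CYB561 was −0.70 and 0.37, a change of 1.07 (SE 0.25). FMNL2, which acts on the actin cytoskeleton, and GPAT3, an acyltransferase of glycerolipid synthesis, had changes in the other direction, of −0.60 (SE 0.12) and −0.57 (SE 0.12). Each of these 4 genes had a change of the same sign in 6 of 6 cows, and an adjusted p = 0.386 from limma. Of the 24016 probe sets, 2593 had a change at an unadjusted p under 0.05, where chance gives 1201, and 0 passed an adjusted p of 0.05 in limma or in a linear model without moderation (2272 at an unadjusted p under 0.05). With glands exchanged within cows, 5 of 32 ways gave at least 2593, the real one included (highest other 3258), so chance cannot be excluded. Of the 2593 probe sets, 1297 were lower in the 4× gland on day 21 and higher on day 23, and 1168 were higher and then lower. Another 124 kept their sign with a smaller difference, and 4 with a larger one. The share of positive changes was 52.3%, and 32.9% of 2171 after scaling to reference genes. With no replicate block for the cow 1082 probe sets passed, and without cow 1 the count was 1193, with 1 probe set past the adjusted p.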

To refine the number of candidates, we then imposed an additional filter to include only those genes whose differential gene expression (4× minus 2×) changed by a magnitude of ≥ 2 between day 21 and day 23 of lactation (75 genes; *P* ≤ 0.05; Table 1). 

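CHI3L1, a chitinase-like protein of tissue remodelling, had a change of 3.44 (SE 0.96), and SAA3, an acute phase protein of the mammary gland, one of 2.90 (SE 0.78). For CFI, an inhibitor of complement, the change was 2.32 (SE 0.67), and for the transcription factors FOXQ1 and FOS it was 1.92 (SE 0.65) and 1.84 (SE 0.50). LRP2, an endocytic receptor, and NEB, a protein of thin filaments, had changes in the other direction, of −1.13 (SE 0.24) and −1.08 (SE 0.32). The sign was the same in 6 of 6 cows for CHI3L1, SAA3, CFI, LRP2 and NEB, and in 5 for FOXQ1 and FOS. In all, 83 probe sets had a change of at least 2-fold at an unadjusted p of at most 0.05, 71 of them positive and 12 negative. They held the 75 of Table 1 and 8 others, of which 7 were further probe sets of genes listed there (JUN, CYBRD1, THBS1, MSTN, KRT15, LTF and KLF10). All 75 passed adjusted over the list alone, which is not independent evidence, as the list was chosen on these samples, and 0 passed adjusted over all probe sets. Without cow 1 the count was 19, without cow 3 it was 51, and without cows 2, 4 and 5, left out in turn, it was 139, 135 and 141.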

Five of the identified genes were non-annotated transcribed loci with no significant homology to known transcripts (based on homology searches using the Basic Local Alignment Search Tool (**BLAST**)).

**Table 1:** **Mammary expression of genes regulated by changes in milking frequency in dairy cows during early lactation**^**1**^

**Gene Title**	**Gene Symbol**	**Cluster**^**4**^	**Fold change**^**2**^**(d21)**	***P*-value (d21)**	**Fold change (d23)**	***P*-value (d23)**	**Fold change (d40)**	***P*-value (d40)**	**Time**^**3**^**(*P*-value)**	**Probe ID**
Aldehyde dehydrogenase 1 family, member A3	ALDH1A3	1	−1.90	0.003	1.08	0.703	−1.27	0.233	0.016	Bt.8798.1.S1_at
**Apolipoprotein E**	**APOE**	**1**	**−1.73**	**0.024**	**1.18**	**0.480**	**−1.47**	**0.101**	**0.037**	**Bt.5215.1.S1_at**
MHC class I heavy chain	BOLA	1	−1.62	0.018	1.24	0.267	−1.11	0.594	0.016	Bt.29824.1.S1_s_at
Chromosome 20 open reading frame 108 ortholog	C13H20ORF108	1	−1.78	0.001	1.18	0.290	−1.57	0.007	0.002	Bt.1858.1.A1_at
**Complement component 4 binding protein, alpha**	**C4BPA**	**1**	**−1.75**	**0.045**	**1.68**	**0.061**	**−1.32**	**0.308**	**0.008**	**Bt.4707.1.A1_at**
**Chemokine (C-C motif) ligand 2, 11**	**CCL-2, -11**	**1**	**−1.99**	**0.003**	**1.12**	**0.566**	**−1.33**	**0.172**	**0.010**	**Bt.2408.1.S1_s_at**
**Complement factor B**	**CFB**	**1**	**−2.46**	**0.001**	**1.35**	**0.226**	**−1.82**	**0.021**	**0.002**	**Bt.13542.1.S1_at**
**Complement factor I**	**CFI**	**1**	**−3.26**	**0.002**	**1.54**	**0.204**	**−2.16**	**0.029**	**0.002**	**Bt.13387.1.S1_at**
**Chitinase 3-like 1 (cartilage glycoprotein-39)**	**CHI3L1**	**1**	**−3.90**	**0.009**	**2.79**	**0.041**	**−2.26**	**0.098**	**0.002**	**Bt.5238.1.S1_at**
**Claudin 4**	**CLDN4**	**1**	**−1.90**	**< 0.001**	**1.06**	**0.679**	**−1.23**	**0.165**	**0.002**	**Bt.12177.1.S1_at**
**Clusterin**	**CLU**	**1**	**−2.42**	**0.004**	**1.46**	**0.185**	**−1.98**	**0.022**	**0.004**	**Bt.12504.1.S1_at**
**Crystallin, alpha B**	**CRYAB**	**1**	**−1.83**	**0.001**	**1.43**	**0.045**	**−1.42**	**0.047**	**0.001**	**Bt.222.1.S1_at**
Colony stimulating factor 1 receptor	CSF1R	1	−1.83	0.002	1.13	0.484	−1.44	0.048	0.008	Bt.21071.2.A1_at
**Cytochrome b-561**	**CYB561**	**1**	**−1.62**	**0.001**	**1.29**	**0.051**	**−1.32**	**0.036**	**< 0.001**	**Bt.4360.1.S1_at**
**Cytochrome b reductase 1**	**CYBRD1**	**1**	**−2.06**	**0.004**	**1.38**	**0.163**	**−2.07**	**0.003**	**0.003**	**Bt.22055.1.S1_at**
Cytochrome P450, family 11, subfamily A, polypeptide 1	CYP11A1	1	−1.97	0.007	1.30	0.264	−1.50	0.090	0.008	Bt.7190.1.S1_at
**Early growth response 1**	**EGR1**	**1**	**−2.36**	**< 0.001**	**1.53**	**0.055**	**−1.83**	**0.009**	**< 0.001**	**Bt.22265.1.S1_at**
**v-erb-b2 homolog 3**	**ERBB3**	**1**	**−1.76**	**< 0.001**	**1.33**	**0.049**	**−1.54**	**0.005**	**< 0.001**	**Bt.19517.1.S1_at**
**v-fos FBJ murine osteosarcoma viral oncogene homolog**	**FOS**	**1**	**−2.68**	**0.001**	**1.33**	**0.257**	**−1.40**	**0.187**	**0.002**	**Bt.2899.1.S2_at**
Forkhead box Q1	FOXQ1	1	−2.82	0.004	1.34	0.370	−1.76	0.092	0.008	Bt.15658.1.S1_at
**Inositol 1,4,5-triphosphate receptor, type 1**	**ITPR1**	**1**	**−1.80**	**0.007**	**1.14**	**0.511**	**−1.70**	**0.014**	**0.018**	**Bt.23606.1.S1_at**
**Jun oncogene**	**JUN**	**1**	**−2.28**	**0.001**	**1.23**	**0.348**	**−1.11**	**0.620**	**0.003**	**Bt.11159.1.S1_at**
**V-kit Hardy-Zuckerman 4 feline sarcoma viral oncogene homolog**	**KIT**	**1**	**−1.82**	**0.011**	**1.19**	**0.421**	**−1.56**	**0.050**	**0.018**	**Bt.26445.1.A1_at**
**Kruppel-like factor 10**	**KLF10**	**1**	**−2.15**	**0.001**	**1.11**	**0.609**	**−1.40**	**0.117**	**0.007**	**Bt.9527.2.S1_at**
**Kruppel-like factor 11**	**KLF11**	**1**	**−1.89**	**0.001**	**1.08**	**0.644**	**−1.42**	**0.054**	**0.007**	**Bt.16916.3.S1_at**
**Keratin 15**	**KRT15**	**1**	**−1.89**	**0.006**	**1.17**	**0.454**	**−1.55**	**0.046**	**0.013**	**Bt.22801.1.S1_at**
**Keratin 7**	**KRT7**	**1**	**−1.84**	**0.002**	**1.21**	**0.278**	**−1.40**	**0.066**	**0.004**	**Bt.8105.1.S1_at**
**Keratin 8**	**KRT8**	**1**	**−2.17**	**0.002**	**1.32**	**0.209**	**−1.51**	**0.072**	**0.002**	**Bt.23608.1.S1_s_at**
**Lectin, galactoside-binding, soluble**	**LGALS3**	**1**	**−2.12**	**0.002**	**1.22**	**0.361**	**−1.51**	**0.063**	**0.004**	**Bt.1416.1.S1_at**
Hypothetical LOC516522	LOC516522	1	−2.04	0.004	1.20	0.415	−1.95	0.007	0.010	Bt.24918.1.A1_at
Similar to Probable phospholipid-transporting ATPase IIA (ATPase class II type 9A)	LOC516579	1	−1.77	0.003	1.13	0.470	−1.41	0.056	0.009	Bt.21546.1.S1_at
Hypothetical protein LOC785058	LOC785058	1	−1.95	0.007	1.54	0.068	−1.15	0.533	0.002	Bt.9679.1.S1_at
Hypothetical protein LOC786129	LOC786129	1	−1.78	0.005	1.21	0.311	−1.37	0.099	0.007	Bt.685.1.A1_at
Similar to Extracellular proteinase inhibitor	LOC787253	1	−1.68	0.005	1.20	0.277	−1.05	0.750	0.006	Bt.9675.1.S1_at
**Leukotriene A4 hydrolase**	**LTA4H**	**1**	**−1.64**	**0.004**	**1.32**	**0.089**	**−1.30**	**0.110**	**0.002**	**Bt.6143.1.S1_at**
**Lactotransferrin**	**LTF**	**1**	**−1.74**	**0.004**	**1.17**	**0.361**	**−1.44**	**0.045**	**0.008**	**Bt.4802.1.S1_at**
Hypothetical LOC614805	MGC165862	1	−2.33	0.004	1.38	0.228	−1.65	0.066	0.004	Bt.9774.1.S1_a_at
**Melanophilin**	**MLPH**	**1**	**−1.82**	**0.006**	**1.24**	**0.284**	**−1.35**	**0.135**	**0.007**	**Bt.29245.1.A1_at**
AT rich interactive domain 5B	ARID5B	1	−1.68	0.010	1.25	0.242	−1.71	0.008	0.010	Bt.13289.2.S1_at
**Plexin domain containing 2**	**PLXDC2**	**1**	**−1.71**	**0.001**	**1.22**	**0.172**	**−1.35**	**0.045**	**0.001**	**Bt.25703.1.A1_at**
**Protease, serine, 22**	**PRSS22**	**1**	**−1.92**	**0.007**	**1.22**	**0.369**	**−1.24**	**0.326**	**0.012**	**Bt.29351.1.A1_at**
**Protein tyrosine phosphatase, receptor type, D**	**PTPRD**	**1**	**−1.88**	**0.007**	**1.12**	**0.603**	**−1.33**	**0.199**	**0.022**	**Bt.18753.1.A1_at**
**Retinol binding protein 1, cellular**	**RBP1**	**1**	**−2.44**	**0.003**	**1.29**	**0.358**	**−1.70**	**0.060**	**0.006**	**Bt.17810.1.S1_a_at**
Regulator of G-protein signaling 2, 24 kDa	RGS2	1	−1.95	0.003	1.14	0.520	−1.37	0.128	0.009	Bt.10855.1.S1_at
**S100 calcium binding protein A14**	**S100A14**	**1**	**−1.83**	**0.004**	**1.13**	**0.520**	**−1.54**	**0.032**	**0.012**	**Bt.21342.1.S1_at**
**S100 calcium binding protein A2**	**S100A2**	**1**	**−2.11**	**0.007**	**1.35**	**0.246**	**−1.52**	**0.108**	**0.007**	**Bt.5970.1.S1_a_at**
**Serum amyloid A 3**	**SAA3**	**1**	**−2.96**	**0.010**	**2.53**	**0.024**	**−1.56**	**0.259**	**0.001**	**Bt.278.1.S1_at**
**Scinderin**	**SCIN**	**1**	**−1.72**	**0.005**	**1.18**	**0.340**	**−1.54**	**0.022**	**0.009**	**Bt.3980.1.S1_at**
**Shisa homolog 2 (Xenopus laevis)**	**SHISA2**	**1**	**−1.85**	**0.011**	**1.19**	**0.447**	**−1.61**	**0.043**	**0.021**	**Bt.22389.1.S1_at**
**Solute carrier family 1, member 1**	**SLC1A1**	**1**	**−1.54**	**0.010**	**1.36**	**0.058**	**−1.36**	**0.055**	**0.003**	**Bt.23659.1.S1_at**
**Sortilin 1**	**SORT1**	**1**	**−1.62**	**0.002**	**1.25**	**0.113**	**−1.19**	**0.216**	**0.001**	**Bt.23586.1.S1_at**
**Sex determining region Y)-box 4**	**SOX4**	**1**	**−1.89**	**0.007**	**1.23**	**0.342**	**−1.78**	**0.013**	**0.011**	**Bt.12453.1.A1_at**
**Sex determining region Y-box 9**	**SOX9**	**1**	**−1.80**	**0.023**	**1.16**	**0.543**	**−1.84**	**0.019**	**0.042**	**Bt.6983.1.S1_at**
**Tumor-associated calcium signal transducer 2**	**TACSTD2**	**1**	**−2.19**	**0.005**	**1.27**	**0.351**	**−1.43**	**0.166**	**0.009**	**Bt.1694.1.S1_at**
Transcription factor CP2-like 1	TFCP2L1	1	−1.81	0.004	1.16	0.433	−1.42	0.067	0.009	Bt.28282.1.S1_at
**Thrombospondin 1**	**THBS1**	**1**	**−2.11**	**0.001**	**1.15**	**0.467**	**−1.57**	**0.023**	**0.003**	**Bt.5301.1.S1_at**
**Zinc finger protein 36**	**ZNF36**	**1**	**−1.67**	**0.001**	**1.21**	**0.158**	**−1.40**	**0.017**	**0.001**	**Bt.19706.1.S1_at**
Transcribed locus	-	1	−1.84	0.012	1.20	0.428	−2.12	0.003	0.020	Bt.18855.1.A1_at
**Transcribed locus**	**-**	**1**	**−2.13**	**0.007**	**1.37**	**0.230**	**−2.07**	**0.009**	**0.007**	**Bt.13764.1.S1_at**
Transcribed locus	-	1	−1.56	0.003	1.41	0.016	−1.45	0.010	< 0.001	Bt.25328.1.A1_at
**Transcribed locus**	**-**	**1**	**−1.68**	**0.011**	**1.21**	**0.316**	**−1.48**	**0.047**	**0.013**	**Bt.24919.1.S1_at**
**IQ motif containing GTPase activating protein 1**	**IQGAP1**	**2**	**−1.58**	**0.015**	**1.46**	**0.042**	**1.22**	**0.267**	**0.003**	**Bt.21982.1.S1_a_at**
**RNA binding motif protein 5**	**RBM5**	**2**	**−1.68**	**0.005**	**1.46**	**0.032**	**1.17**	**0.358**	**0.001**	**Bt.27798.1.A1_at**
**S100 calcium binding protein A12**	**S100A12**	**2**	**−1.58**	**0.077**	**1.32**	**0.268**	**1.00**	**0.986**	**0.046**	**Bt.357.1.S1_at**
**ATPase type 13A4**	**ATP13A4**	**3**	**1.78**	**0.005**	**−1.13**	**0.517**	**1.04**	**0.835**	**0.015**	**Bt.25459.1.A1_at**
**Frizzled family receptor 5**	**FZD5**	**3**	**1.95**	**0.001**	**−1.06**	**0.769**	**1.20**	**0.335**	**0.011**	**Bt.16100.2.S1_at**
Hypothetical protein LOC540918	LOC540918	3	1.89	0.001	−1.14	0.435	1.21	0.246	0.003	Bt.12714.1.A1_at
**Lipin1**	**LPIN1**	**3**	**1.90**	**0.004**	**−1.09**	**0.661**	**1.18**	**0.424**	**0.017**	**Bt.6642.2.S1_at**
**Myosin binding protein C, slow type**	**MYBPC1**	**3**	**1.78**	**0.006**	**−1.14**	**0.493**	**1.25**	**0.250**	**0.015**	**Bt.23229.1.S1_at**
**Nebulin**	**NEB**	**3**	**1.75**	**0.002**	**−1.21**	**0.238**	**1.28**	**0.134**	**0.003**	**Bt.14153.1.S1_at**
Oxidative stress induced growth inhibitor family member 2	OSGIN2	3	1.73	0.001	−1.18	0.265	1.04	0.771	0.002	Bt.21696.1.S1_at
Transcribed locus	-	3	1.82	0.009	−1.29	0.232	1.03	0.879	0.008	Bt.21137.2.S1_at
**Low density lipoprotein related protein 2**	**LRP2**	**4**	**1.94**	**< 0.001**	**−1.13**	**0.315**	**−1.01**	**0.950**	**< 0.001**	**Bt.8371.1.S1_at**
**Myostatin**	**MSTN**	**4**	**1.78**	**< 0.001**	**−1.19**	**0.188**	**−1.28**	**0.067**	**< 0.001**	**Bt.8967.1.S1_at**
Solute carrier family 34	SLC34A2	4	1.74	0.007	−1.18	0.389	−1.02	0.914	0.013	Bt.21137.1.S1_at

^1^Cows (n = 6) were assigned to twice daily milking (**2×**) of the left udder half and four times daily milking (**4×**) of the right udder half during d 1 to 21 of lactation. Mammary biopsies from both udder halves were obtained on d 21, 23, and 40 of lactation. Differential gene expression was detected using Affymetrix GeneChip® Bovine Genome Arrays.

^2^Signed fold change (4× vs. 2× udder halves).

^3^Time = change in differential gene expression between 2× and 4× udder halves on day 21 vs. that on day 23 (magnitude of difference ≥ 2; *P* ≤ 0.05).

^4^Genes were grouped into four clusters based on the temporal pattern of differential expression.

Genes in bold were consistently differentially expressed in a previous independent microarray experiment [15].

#### Genes differentially expressed during and after UFM

After we identified genes associated with differential milk yield (Table 1), we then went on to investigate the effect of 4× milking on those 75 genes at each individual timepoint. 

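Among the genes with lower values in the 4× gland on day 21 were some of complement, the acute phase and early transcription. Differential expression was −1.70 (SE 0.47) for CFI, −1.30 (SE 0.35) for CFB, which forms the alternative pathway convertase, and −1.56 (SE 0.55) for SAA3 (n = 6 cows). FOXQ1 had −1.50 (SE 0.46) and FOS −1.42 (SE 0.36). CFI was lower in 6 of 6 cows, CFB in 6, SAA3 in 5, FOXQ1 in 6 and FOS in 6. Higher in the 4× gland were FZD5, a Wnt receptor, with 0.96 (SE 0.26) in 6 of 6 cows, SLC34A2, a phosphate transporter, with 0.80 (SE 0.27) in 5, and NEB with 0.81 (SE 0.23) in 5. At an unadjusted p under 0.05, 63 of the 75 genes were lower, 11 were higher, and S100A12, a calcium-binding protein of neutrophils, did not pass (−0.66 (SE 0.35), lower in 3 of 6 cows, adjusted p = 0.367). The same 74 passed adjusted over the list alone, which is not independent evidence, as the genes were chosen on these samples. Over all probe sets, limma called 0 at an adjusted p under 0.05, with 3826 at an unadjusted p under 0.05 and 1201 by chance. The model without moderation called 1. With glands exchanged within cows, 3 of 32 ways gave at least 3826, the real one included (highest other 4629), so chance cannot be excluded. With no replicate block for the cow, 53 of the 75 genes were lower and 8 higher at an unadjusted p under 0.05. Without cow 1 on all days, a setting chosen beforehand, 53 lower and 10 higher genes passed adjusted over the list alone. Without only the day 21 pair of cow 1, left out after its values were seen, 26 lower and 7 higher genes did.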

Within the set of 75 genes, expression of 64 genes was lower, whereas expression of 11 genes was higher, in 4× vs. 2× udder halves during UFM (day 21 of lactation; *P* < 0.05; Table 1). 

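On day 23 the largest differences among the genes of Table 1 were those of CHI3L1, 1.48 (SE 0.68), and SAA3, 1.34 (SE 0.55), each higher in the 4× gland in 5 of 6 cows. RBM5, a splicing factor, had 0.55 (SE 0.24), IQGAP1, a scaffold protein of the cytoskeleton, 0.54 (SE 0.25), and CRYAB, a small heat shock protein, 0.51 (SE 0.24). These 5 genes, ERBB3 and 1 transcribed locus without a gene symbol were the 7 higher genes at an unadjusted p under 0.05, and 0 of the 75 were lower. The signs of 64 were positive and those of 11 negative. None of the 75 passed adjusted over the list alone or over all probe sets in limma, and the counts of higher genes moved with the test. The count was 0 with no replicate block, 1 without moderation and 32 with the spread of each day taken separately, and 4 without cow 1 and 2 without cow 5.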

After cessation of UFM (day 23 of lactation), expression of 8 genes was higher in 4× vs. 2× udder halves (*P* ≤ 0.05; Table 1). 

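On day 40, CYBRD1, a ferric reductase, had a differential expression of −1.05 (SE 0.32), and ARID5B, a chromatin-binding protein, −0.77 (SE 0.26); they were lower in the 4× gland in 5 and 6 of 6 cows. The receptor tyrosine kinase KIT had −0.64 (SE 0.31) and ITPR1, a calcium channel of the endoplasmic reticulum, −0.77 (SE 0.29), lower in 6 and 5 cows. The complement genes CFI and CFB had −1.11 (SE 0.47) and −0.86 (SE 0.35), each lower in 4 cows. Of the 75 genes 28 were lower at an unadjusted p under 0.05 and 0 higher, and 64 had a negative and 11 a positive difference. In limma 0 of them passed adjusted over the list alone (smallest adjusted p = 0.0837) or over all probe sets; with the spread of each day taken separately 31 passed over the list alone, and after scaling to reference genes 17. With no replicate block the count of lower genes was 11, without moderation it was 14, and without cow 3 and cow 6 it was 9 and 5.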

On day 40 of lactation, expression of 29 of the 75 genes was lower in 4× vs. 2× udder halves (*P* < 0.05; Table 1).

### Cluster analysis

Because there were clear differences in the expression of the 75 genes over time, we grouped them into 4 clusters based on the temporal pattern of differential expression (Figure 5 A-D). Cluster 1 (Figure 5A; 61 genes) included genes whose relative expression in 4× vs. 2× udder halves was lower on day 21, higher on day 23 (after cessation of 4× milking), and subsequently lower on day 40 of lactation. 

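The 61 genes of cluster 1 had a mean differential expression of −0.98 ± 0.95 (SD, n = 6 cows) on day 21, lower in the 4× gland in 6 of 6 cows (exact sign-flip permutation test, p = 0.031). The mean was 0.36 ± 0.45 on day 23, higher in 4 of 6 cows (p = 0.125, same permutation test), and −0.59 ± 0.78 on day 40, lower in 3 of 6 (p = 0.25, same permutation test). The change from day 21 to day 23 was 1.33 ± 1.35, positive in 6 of 6 cows, and 0.86 without cow 1. Cow 1 had a mean of −2.52 on day 21, 1.20 on day 23 and −1.46 on day 40. Without cow 1 the means were −0.67, 0.19 and −0.42. The genes were chosen on these samples for the change itself. The tests on days 21 and 23 restate that choice and are not independent evidence. The paper also formed its clusters by the pattern on day 40. The day 40 signs of this and the other clusters therefore restate that choice as well.

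**Figure D1:**
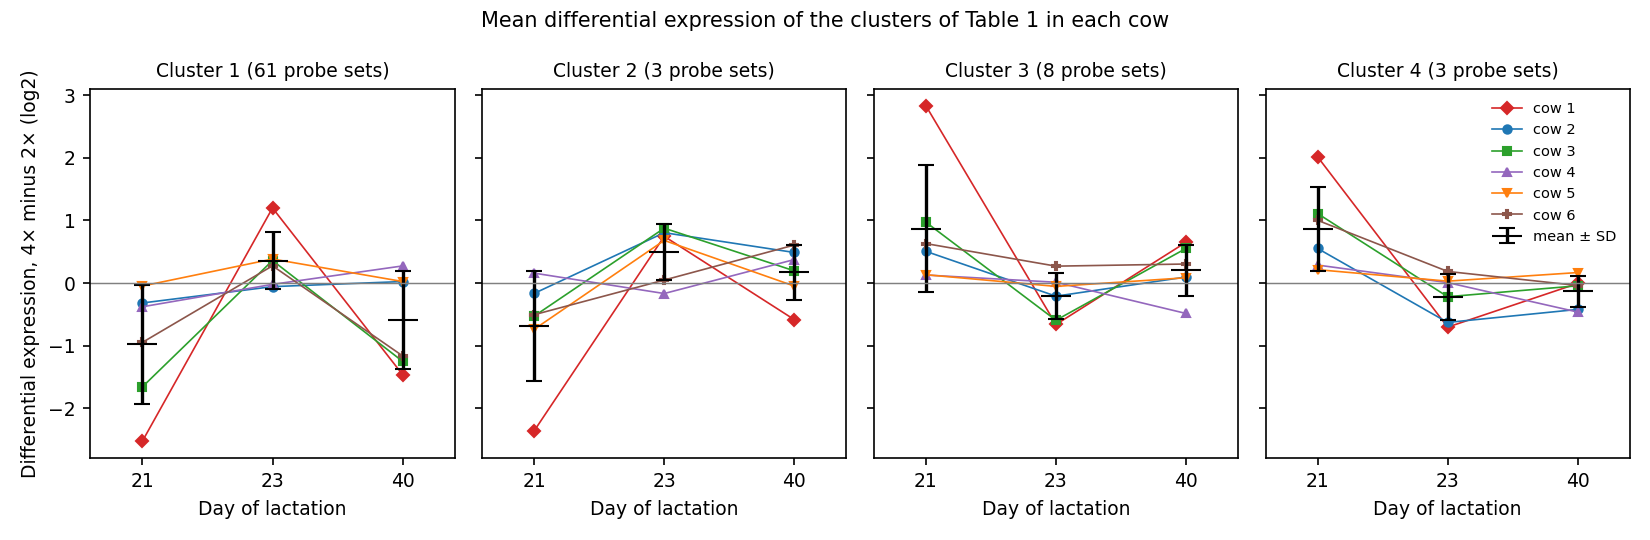
Mean differential expression (log2, 4× minus 2×) of the genes of each cluster of Table 1 on lactation days 21, 23 and 40, with a line for each of the 6 cows and the mean over cows. In cluster 1 cow 1 lies at −2.52 on day 21 and 1.20 on day 23.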

Cluster 2 (Figure 5B; 3 genes) included genes whose expression in 4× relative to 2× udder halves was lower on day 21, higher upon cessation of 4× milking on day 23, and remained higher or did not differ on day 40 of lactation. 

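The 3 genes of cluster 2, IQGAP1, RBM5 and S100A12, had a mean of −0.69 ± 0.88 (SD, n = 6 cows) on day 21, lower in the 4× gland in 5 of 6 cows (exact sign-flip permutation test, p = 0.0625). The mean was 0.50 ± 0.44 on day 23, higher in 5 cows, and 0.17 ± 0.44 on day 40, higher in 4; on day 40 it was 0.32, 0.11 and 0.09 without cows 1, 2 and 6. Cow 1 had −2.36 on day 21 and the other cows lay between −0.74 and 0.16; without cow 1 the mean was −0.35. These genes, too, were chosen on the samples tested.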

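The 8 genes of cluster 3, among them the lipid enzyme gene LPIN1, the Wnt receptor gene FZD5 and the thin filament gene NEB, had a mean differential expression of 0.87 ± 1.01 (SD, n = 6 cows) on day 21, higher in the 4× gland in 6 of 6 cows (exact sign-flip permutation test, p = 0.031). Since these genes were chosen on the same samples for their reversal, that p restates the choice. Cow 1 had a mean of 2.83 and the other cows lay between 0.13 and 0.97, and without cow 1 the mean was 0.47. On day 23 the mean was −0.21 ± 0.36, lower in 4 of 6 cows, and on day 40 it was 0.20 ± 0.41, higher in 5. The day 23 mean was −0.11 and −0.13 without cows 1 and 3, and the day 40 mean 0.11, 0.13 and 0.34 without cows 1, 3 and 4. The change from day 21 to day 23 was −1.07 ± 1.30, negative in 6 of 6 cows, and −0.59 without cow 1; after scaling to reference genes it was −1.14 and negative in 5 (p = 0.0625, same permutation test). The median over these genes on day 21 was 0.81 and did not pass the same test.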

Cluster 3 (Figure 5C; 8 genes) included genes whose expression was higher in 4× vs. 2× udder halves on day 21, lower upon cessation of 4× milking on day 23, and higher or not different in 4× vs. 2× udder halves on day 40. Finally, cluster 4 (Figure 5D; 3 genes) included genes whose expression in 4× relative to 2× udder halves was higher on day 21, lower on day 23 and remained lower or not different on day 40. 

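Cluster 4, which holds LRP2, MSTN and SLC34A2, had a mean of 0.86 ± 0.67 (SD, n = 6 cows) on day 21, −0.22 ± 0.37 on day 23 and −0.13 ± 0.25 on day 40, when it was lower in the 4× gland in 5 of 6 cows. Without cows 1 and 2 the day 23 mean was −0.12 and −0.14, and without cows 2 and 4 the day 40 mean was −0.08 and −0.07. From day 21 to day 23 its genes had a difference of −0.56 ± 0.40 in the 4× gland, lower in 6 of 6 cows (exact sign-flip permutation test, p = 0.031), and of 0.52 ± 0.80 in the 2× gland, higher in 4, and 0.23 without cow 1; its genes were chosen on these samples for this change. The mean log2 level of cluster 1 in the 2× rear gland on day 21 was 9.63 in cow 1, 9.15 in cow 3 and 7.64 in cow 6, and between 6.87 and 6.94 in the other cows. In the 2× fore gland on day 23 all 6 cows lay between 6.69 and 7.06, and in the 2× rear gland on day 40 cows 1, 3 and 6 had 8.66, 8.27 and 7.75. From day 21 to day 23 the cluster 1 mean of the 2× gland was lower by 0.96 ± 1.33, in 3 of 6 cows, and by 0.60 without cow 1, and that of the 4× gland had a difference of 0.37 ± 0.43, higher in 5. In the 2× gland, cluster 3 had a difference of 0.88 ± 1.15 from day 21 to day 23, higher in 6 of 6 cows, and of 0.45 without cow 1.

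**Figure D2:**
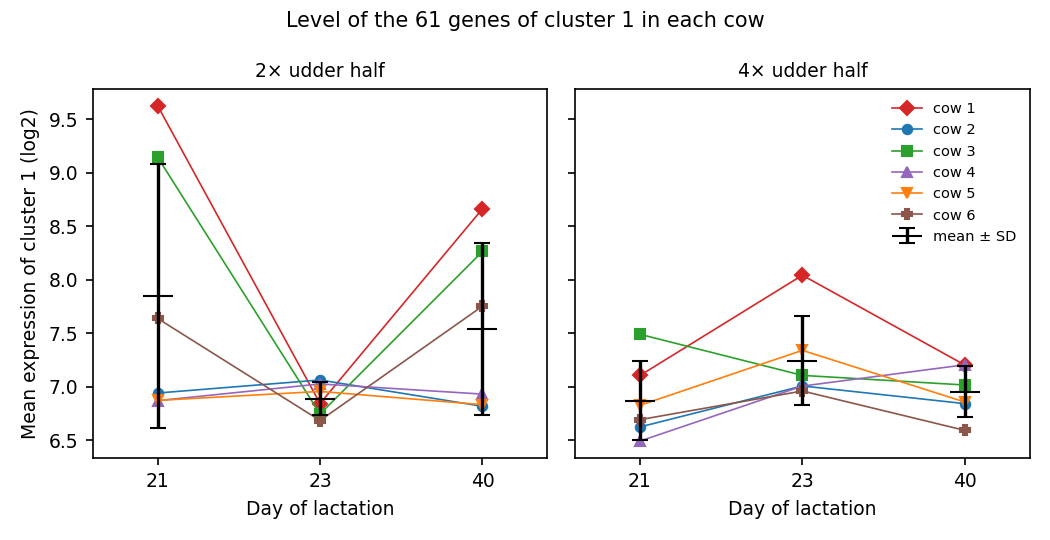
Mean log2 level of the 61 genes of cluster 1 in the 2× and 4× glands of each cow on lactation days 21, 23 and 40. In the 2× glands cow 1 lies at 9.63 on day 21 and 6.84 on day 23.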

The average change in differential expression of genes in clusters 1 and 2 was negatively correlated with the change in differential milk yield between day 21 and day 23 of lactation (r = −0.56; *P* ≤ 0.05 for both clusters) as well as across all three time points (r = −0.57; *P* ≤ 0.20 and −0.99 *P* ≤ 0.02 for clusters 1 and 2, respectively; Figure 5A and B; compare solid lines to dashed line), whereas the average differential expression of genes in clusters 3 and 4 was positively associated with differential milk yield between day 21 and day 23 of lactation (r = +0.56; *P* ≤ 0.05 for both clusters) as well as across all three time points (r = +0.64; *P* ≤ 0.10 and +0.99; *P* ≤ 0.20 for clusters 3 and 4, respectively; Figure 5C and D; compare solid black lines to dashed line).

**Figure 5:**
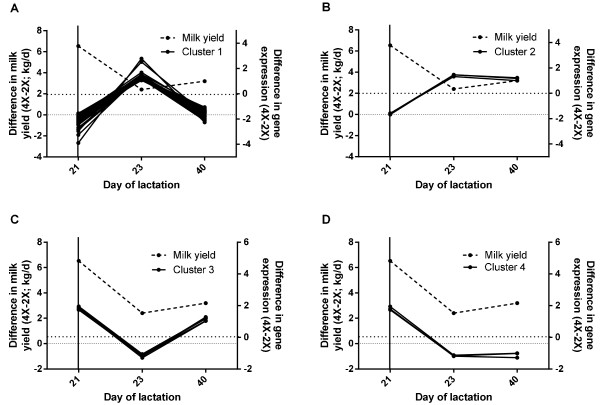
**Temporal pattern of differential gene expression is associated with changes in milk yield.** Cows were assigned to unilateral frequent milking (UFM; twice daily milking (2×) of the left udder half, four times daily milking (4×) of the right udder half) during d 1 to 21 of lactation. Mammary biopsies were obtained from both udder halves on d 21, 23, and 40 of lactation. Gene expression was detected using Affymetrix GeneChip® Bovine Genome Arrays. Genes of which differential expression changed over time were grouped into 4 clusters based on the temporal pattern of differential expression. Cluster 1 (panel **A**; 61genes) included genes whose expression in 4× vs 2× udder halves was lower on day 21, higher on day 23 (after cessation of 4× milking), and subsequently lower on day 40 of lactation. Cluster 2 (panel **B**; 3 genes) included genes whose expression in 4× vs. 2× udder halves was lower on day 21, higher on day 23, and remained higher on day 40 of lactation. Cluster 3 (panel **C**; 8 genes) included genes whose expression in 4× vs. 2× udder halves was higher on day 21, lower on day 23, and higher on day 40. Finally, cluster 4 (panel **D**; 3 genes) included genes whose expression in 4× vs. 2× udder halves was higher on day 21, lower on day 23, and remained lower on day 40. Differential milk yield is plotted on the left Y-axis and differential expression of genes in each cluster is plotted on the right Y-axis. Gene expression data are presented as signed fold change (4× minus 2×) for each gene. Solid vertical line represents cessation of UFM and return of all 4 glands to 2× milking on day 21 of lactation.

### Pathway analysis

Ingenuity Pathway Analysis (IPA; Ingenuity® Systems, http://www.ingenuity.com) was used to gain insight into functions of, and to detect potential connections between, the 75 genes whose expression was correlated with differential milk yield. Pathway analysis indicated that within the set of 75 genes, there were known interactions among 28 of them (Additional file 1: Figure S1). Expression of five of those genes was measured using RT-qPCR (Additional file 2: Figure S2), and the results for each gene were consistent with the microarray findings for the effect of 4× and day of lactation on mammary gene expression. Not surprisingly, IPA did not provide useful findings based on this small set of 75 genes. Therefore, we constructed four larger sets of differentially expressed genes that were selected based solely on a *P*-value cutoff (*P* < 0.01) for the effect of IMF at each of the three timepoints and for the change in differential expression (4× minus 2×) of genes from day 21 to day 23. 

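Immediate-early and mechanosensitive genes had a mean differential expression of −0.42 ± 0.42 (SD, n = 6 cows) on day 21, lower in the 4× gland in 6 of 6 cows, and −0.26 without cow 1. Of 32 measured, 17 were lower at an unadjusted p under 0.05, among them JUN, −1.19 (SE 0.31), and JUNB, −0.70 (SE 0.15), which form the transcription factor AP-1. Epithelial keratin and junction genes had −0.59 ± 0.63, with 11 of 13 lower, among them the tight junction gene CLDN4, −0.92 (SE 0.21), and KRT7, −0.88 (SE 0.25). Complement genes had −0.43 ± 0.33, with 10 of 15 lower and 1 higher, and luminal progenitor and ductal genes −0.72 ± 0.79, with 9 of 11 lower and 1 higher; these groups were lower in 6 of 6 cows. Without cow 1 the means of these 3 groups were −0.36, −0.37 and −0.45. Macrophage markers, among them the receptor gene CSF1R with −0.87, had −0.23 ± 0.25 and were lower in 5 of 6 cows. Acute phase and innate defence genes had −0.36 ± 0.37, also lower in 5 of 6 cows, with 9 of 22 lower and 4 higher. Among the lower ones was the probe set that Table 1 gives for the chemokines CCL2 and CCL11, at −0.99. Involution and remodelling genes had −0.25 ± 0.20, lower in 6 of 6 cows, and myoepithelial markers −0.20 ± 0.34, lower in 4. Adjusted over the list alone, 16 immediate-early, 11 keratin and junction, 7 complement, 9 luminal, 6 macrophage, 8 acute phase, 9 involution and 0 myoepithelial genes were lower, and 0, 0, 1, 1, 1, 3, 1 and 0 higher, and over all probe sets 0; of these lists 6, 5, 3, 8, 1, 5, 2 and 0 genes stand in Table 1. Table 1 was chosen on these samples, so for its genes these counts are not independent evidence. That holds most for the luminal list, with 8 of its 11 genes. In camera with a preset correlation, the adjusted p of these 8 groups ran from 1.29e-09 for the immediate-early genes to 0.0389 for the myoepithelial markers. With an estimated correlation none passed: adjusted p = 0.185 for the immediate-early, keratin, complement and involution genes, 0.188 for luminal, 0.243 for macrophage, 0.352 for acute phase and 0.435 for myoepithelial genes. With the preset correlation, acute phase genes had adjusted p = 0.105 without cow 3, and myoepithelial markers 0.16, 0.0872 and 0.274 without cows 2, 4 and 6.

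**Figure D3:**
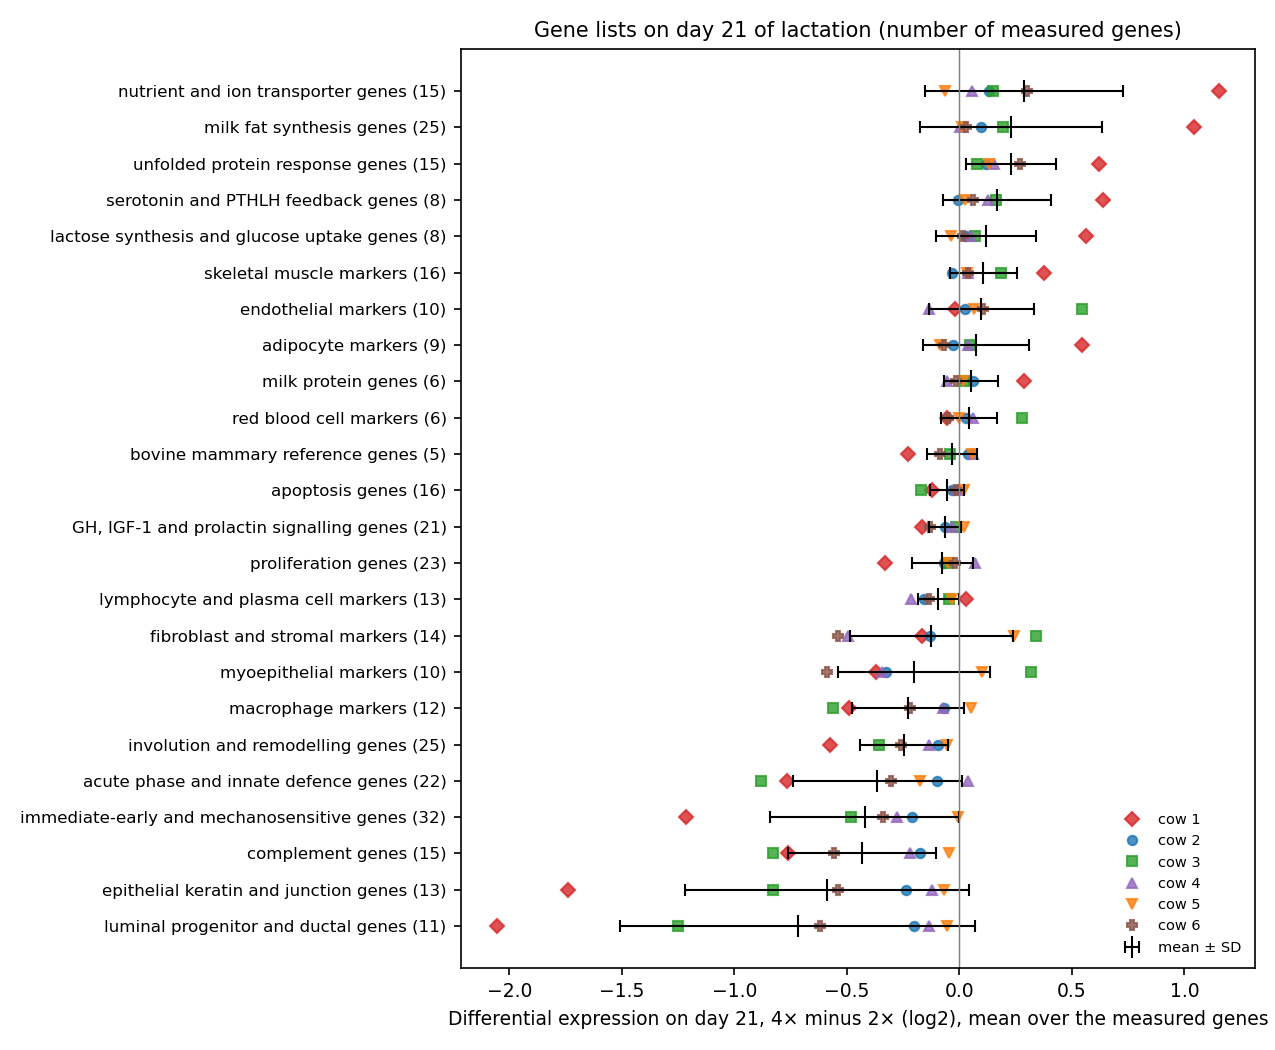
Mean differential expression (log2, 4× minus 2×) of each gene list on day 21, with a point for each of the 6 cows and the mean over cows. Immediate-early and mechanosensitive genes have a mean of −0.42 and milk fat synthesis genes one of 0.23.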

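Unfolded protein response genes were higher in the 4× gland on day 21, by 0.23 ± 0.20 (SD, n = 6 cows) in 6 of 6 cows, with a positive difference in 15 of 15 genes and 6 past an unadjusted p of 0.05, among them EIF2AK3, a sensor kinase of the endoplasmic reticulum, 0.44 (SE 0.11), and DNAJB9, a chaperone, 0.51 (SE 0.17). UFM1, a ubiquitin-like modifier, and its ligase UFL1 had 0.71 (SE 0.15) and 0.42 (SE 0.08), both in 6 of 6 cows. Milk fat synthesis genes had 0.23 ± 0.40 in 6 of 6 cows, with 13 of 25 higher, among them ACSL1, 0.34 (SE 0.11), and CD36, 0.24 (SE 0.08), which activate and take up fatty acids. Nutrient and ion transporter genes had 0.29 ± 0.44 in 5 of 6 cows, with 6 of 15 higher and 1 lower. Adjusted over the list alone, 6 unfolded protein response, 0 milk fat and 4 transporter genes were higher and 1 transporter gene lower, and over all probe sets 0. Cow 1 weighed on these means, which without it were 0.15, 0.07 and 0.11. The adjusted p from camera was 2.08e-05, 6.65e-06 and 0.00487, and none held with an estimated correlation (adjusted p = 0.185, 0.352 and 0.332). Of the 105 measured TGFB1 targets of Table S1, 60 were lower and 26 higher at an unadjusted p under 0.05, and of 74 IFNG targets 51 were lower and 17 higher. Both lists were drawn by the paper from genes called on these samples, so their counts are not independent evidence; adjusted over the list alone, 60 and 51 were lower and 25 and 17 higher, and over all probe sets 0. Over all probe sets, 1235 passed an unadjusted p under 0.01, 599 higher and 636 lower, where chance gives 240. The side with more of them changed under 9 of 19 other settings. Of the 32 ways of exchanging glands within cows, 3 gave at least 1235, the real one included (highest other 1372), so chance cannot be excluded. With no replicate block the count was 258, and without cow 1, cow 3 and cow 6, left out in turn, it was 341, 683 and 666.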

Genes that were differentially expressed during IMF, on day 21 of lactation (824; *P* < 0.01), were predicted by IPA to be associated with the inhibition of transforming growth factor (**TGF**)-β and interferon-γ (**IFNG**) signaling in 4×- relative to 2×-udder halves (Additional file 3: Table S1), and were predicted to enrich several canonical pathways, including several growth factor and cytokine signaling pathways, as well as some associated with leukocyte signaling or function (Additional file 4: Table S2). 

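The named genes with the smallest p on day 23 had small differences between glands. CAPN1, a calcium-dependent protease, had −0.29 (SE 0.07) and was lower in the 4× gland in 6 of 6 cows, and NDN, a growth suppressor, had 0.30 (SE 0.09) and RAP1A, a small GTPase of cell adhesion, 0.28 (SE 0.08), both higher in 6 of 6; the adjusted p = 0.9997 for each. Of the 24 lists of functions and cell types, milk fat synthesis genes alone passed in camera, with a mean of −0.07 ± 0.13 (SD, n = 6 cows), lower in 4 of 6 cows, and −0.03 without cow 1 (adjusted p = 0.0462; adjusted p = 0.865 with an estimated correlation). Without cow 1, cow 3 and cow 4 that adjusted p = 0.342, 0.351 and 0.0664, and without cow 2, 3 lists were higher (immediate-early genes, fibroblast markers and lymphocyte markers). Of the lists the paper chose on these samples, TGFB1 targets passed, with 0.10 ± 0.15, or 0.06 without cow 1 (adjusted p = 0.00458; adjusted p = 0.529 with an estimated correlation), and had adjusted p = 0.289 and 0.13 without cows 5 and 6; without cow 4 IFNG targets and complement pathway genes passed as well (0.0253 for both). Of all probe sets 67 passed at an unadjusted p under 0.01, 37 higher and 30 lower, where chance gives 240, and 635 passed at an unadjusted p under 0.05. limma called 0 at an adjusted p under 0.05, as did the model without moderation (702 at an unadjusted p under 0.05). After scaling to reference genes 7 were higher and 21 lower, and after centring arrays on their median 33 and 39; the side with more of them changed under 8 of 19 other settings. The count was 32 with no replicate block, and 128 and 123 without cow 4 and cow 6.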

There were no significant IPA findings based on differential gene expression on day 23 of lactation, probably due to the small number of genes (42; *P* < 0.01). 

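On day 40, PDK4, which limits glucose oxidation, had a differential expression of −0.55 (SE 0.11), and SESN1, an inhibitor of mTORC1 signaling, −0.51 (SE 0.11); each was lower in the 4× gland in 6 of 6 cows (adjusted p = 0.172 from limma). MRS2, a mitochondrial magnesium channel, and MTX1, of mitochondrial protein import, had 0.48 (SE 0.08) and 0.39 (SE 0.07), higher in 6 of 6 cows. In the IGF-1 pathway, IGF1R had 0.30 (SE 0.09), in 6 of 6 cows, and IGF1 0.28 (SE 0.11), in 5, while RPS6KB1, a kinase downstream of mTORC1, had −0.37 (SE 0.09) and IGFBP4, a binding protein of IGF-1, −0.32 (SE 0.11). Of 27 measured IGF1 targets of Table S1, 11 were higher, with ELN at 0.36 (SE 0.09), and 11 lower, with INSR at −0.54 (SE 0.17), at an unadjusted p under 0.05; the mean was −0.06, the direction in camera was up, and the adjusted p = 0.953. Of the pathway genes of Table S2, 2 were higher and 2 lower for GH, 3 and 3 for IGF-1, and 0 and 2 for PRL. The paper chose these lists on these samples, and 2 and 1, 3 and 3, and 0 and 1 passed adjusted over the list alone. The day 21 lists of TGFB1 targets, IFNG targets and complement pathway genes, chosen likewise, were lower on day 40, with −0.17, −0.18 and −0.48. Their adjusted p from camera was 0.00465, 0.00465 and 0.0292, and 0.407 for each with an estimated correlation. They were lower in 3, 3 and 4 of 6 cows, with means of −0.11, −0.12 and −0.38 without cow 1. Without cow 6 the complement pathway genes had adjusted p = 0.0793. Of the other lists, serotonin and PTHLH feedback genes, 0.17 ± 0.14 (SD, n = 6 cows), skeletal muscle markers, 0.11 ± 0.14, and red blood cell markers, 0.16 ± 0.19, were higher, and luminal progenitor and ductal genes, −0.49 ± 0.63, lower (adjusted p = 0.0478, 0.0355, 0.0478 and 0.0274 from camera). The means of the muscle, red blood cell and luminal lists were 0.06, 0.11 and −0.31 without cow 1. With an estimated correlation none held (adjusted p = 0.727 for each). With the preset one the serotonin list had adjusted p = 0.101, 0.0977 and 0.0877 without cows 1, 3 and 6. The red blood cell list had 0.165, 0.0871 and 0.132 without the same cows, and the muscle list 0.101 and 0.132 without cows 1 and 6. With probe sets of a mean log2 value under 5 left out, 1 list was higher and 0 lower, so the luminal call was lost. At an unadjusted p under 0.01, 1303 probe sets passed, 699 higher and 604 lower, with 4910 at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05 in limma or without moderation (4513 unadjusted). The side with more of them changed under 7 of 19 other settings, with 56 higher and 1059 lower after scaling to reference genes, 416 and 910 after centring arrays on their median, and 596 and 733 with the spread of each day separately. The count was 560 with no replicate block, 712, 550 and 480 without cows 1, 3 and 6, and 2325 without cow 2.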

Genes that were differentially expressed on day 40 of lactation, 19 days after UFM had ceased (785; *P* < 0.01), were associated with weak activation of insulin-like growth factor (**IGF**)-1 (Additional file 3: Table S1) and significant enrichment of canonical pathways including several in common with those identified for day 21, as well as several unique to day 40, notably including prolactin (**PRL**), growth hormone (**GH**), and IGF-1 signaling (Additional file 4: Table S2). 

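From day 21 to day 23, the change in differential expression of immediate-early genes was 0.51 ± 0.52 (SD, n = 6 cows), positive in 6 of 6 cows, with JUN at 1.48 (SE 0.43) and JUNB at 0.76 (SE 0.21). Keratin and junction genes had 0.71 ± 0.79, with CLDN4 at 1.01 (SE 0.29), complement genes 0.58 ± 0.60, with CFB at 1.73 (SE 0.49), and luminal progenitor and ductal genes 0.91 ± 1.07, with ITGA2, a collagen receptor, at 0.99 (SE 0.31); all were positive in 6 of 6 cows. Lymphocyte and plasma cell markers had 0.16 ± 0.10 in 6 of 6 cows, with CD3G, of the T cell receptor, at 0.35 (SE 0.12) and JCHAIN, of secreted antibodies, at 0.35 (SE 0.15). Milk fat synthesis genes had −0.30 ± 0.51, with LPL at −0.65 (SE 0.23), unfolded protein response genes −0.26 ± 0.17, with ATF4 at −0.48 (SE 0.15), and nutrient and ion transporter genes −0.35 ± 0.50, negative in 4, 6 and 5 of 6 cows. Without cow 1 the means were 0.31 for immediate-early, 0.41 for keratin and junction, 0.53 for luminal, −0.10 for milk fat and −0.16 for transporter genes. Of the luminal list 8 of 11 genes stand in Table 1. That table was chosen on these samples for this change, so the luminal mean in part restates the choice. In all 10 lists were positive and 3 negative in camera, with adjusted p from 3.8e-08 for immediate-early genes to 0.0338 for acute phase genes. With an estimated correlation none held, from adjusted p = 0.226 for immediate-early genes to 0.436 for fibroblast markers. With the preset one, lymphocyte markers had adjusted p = 0.0636 without cow 3, acute phase genes 0.149 and 0.101 and macrophage markers 0.111 and 0.137 without cows 1 and 3, myoepithelial markers 0.0518 and 0.151 without cows 2 and 6, and fibroblast markers 0.122 and 0.277 without cows 4 and 6. Endothelial markers passed, with a negative change, without cow 1 (0.0295) and cow 5 (0.0375), and lactose synthesis genes without cow 5 (0.0375) and cow 6 (0.0367). TGFB1 and IFNG targets of Table S1 had 0.38 ± 0.37 and 0.40 ± 0.40 (adjusted p = 1.22e-07 and 3.24e-08; adjusted p = 0.106 with an estimated correlation for both) and 0.25 and 0.25 without cow 1, on genes the paper chose on these samples. Of the growth factor genes, IGFBP3, a binding protein of IGF-1, had a change of 0.84 (SE 0.26), in 6 of 6 cows. PRLR, the prolactin receptor, had one of 0.46 (SE 0.24). Of the 21 measured genes of GH, IGF-1 and prolactin signalling, 1 had a change at an unadjusted p under 0.05. That list did not pass in camera (adjusted p = 0.368). At an unadjusted p under 0.01, 607 probe sets had a change, 346 positive and 261 negative, and 190 and 241 after scaling to reference genes, 174 and 224 with no moderation and 187 and 278 without cow 6, among 5 of 19 other settings that changed the side with more. The count was 122 with no replicate block, and 263 and 272 without cow 1 and cow 3.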

Analysis of genes that exhibited a significant change in differential expression from day 21 of lactation to day 23 (426; *P* < 0.01), predicted differential activation of several cytokines and growth factors including GH, IGF-1, PRL, and TGF-β (Additional file 3: Table S1), as well as significant enrichment of canonical signaling pathways for several growth factors and cytokines (Additional file 4: Table S2). In general, analysis of this latter set of genes did not identify unique regulatory molecules or signaling pathways (most were in common with day 21 and a few with day 40) but often linked different genes to these common responses.

## Discussion

In agreement with our previous observations [10,17], unilateral 4× milking elicited an acute increase in milk yield that partially persisted long after cessation of treatment. Half-udder milk yield was measured once weekly in our previous experiments, whereas it was measured every 3 days in the current experiment. These additional measurements confirmed that the acute milk yield response to 4× was indeed rapid and peaked by day 17. About 60% of the peak difference in milk yield between 4× and 2× udder halves was lost between cessation of 4× on day 21 and the next measurement on day 24. Nevertheless, the difference in yield then stabilized and averaged an increment of 2.5 kg/day for the remainder of lactation. This increment represented about 40% of the peak difference or about a 15% increase relative to milk yield of 2×-udder halves. As expected, repeated biopsy of mammary tissue did not appear to influence the difference in milk yield.

The effect of IMF on mammary cell proliferation and apoptosis has been investigated previously, but interpretation of findings has differed. Hale et al. [9] reported increased mammary cell proliferation (measured by tritiated thymidine incorporation) and increased epithelial cell apoptosis (measured by TUNEL) on day 7 of lactation in cows that were milked 4× for the first 3 wk of lactation, compared to cows milked 2×, and concluded that milk yield responses may result from increased proliferation. However, those cellular responses were not observed in all groups of cows milked 4× and an alternative marker of proliferation, Ki67-expression, did not yield consistent results. Overall, indicators of proliferation or apoptosis were not consistently related to milk yield responses, hence an equally plausible interpretation of their results would be that there was no significant effect on cell population dynamics. Consistent with the latter interpretation, both Norgaard et al. [12] and Wall et al. [13,16] reported that despite eliciting an increase in milk yield, there was no significant effect of IMF on mammary cell apoptosis or proliferation during [13,16] or after [12] IMF treatment. The results of the current study are consistent with those observations. In addition, we found no indication that the milk yield response was related to changes in tissue architecture, based on the similar proportions of epithelial and stromal cells.

We identified a set of 75 genes whose expression was associated with differential milk yield. Many of these genes were previously identified as responsive to IMF in dairy cows [11,15], and the direction of differential gene expression in the current study agreed with previous observations. Moreover, in our previous investigation of the acute response to IMF on day five of lactation [15], we identified 54 of the genes listed in Table 1 (marked in bold) as putative responders to removal of milk from the udder and concluded that they must be among those that mediate the milk yield response to IMF. Our current results support that conclusion, and reveal that many genes previously identified as responders to 5 days of IMF [15] were not only also differentially expressed after 21 days of IMF, but their differential expression on day 21 was reversed on day 23, concomitant with a decline in differential milk yield. These two lines of evidence both link differential expression of these genes to changes in milking frequency and the resultant milk yield responses, suggesting that they are coordinately regulated and may comprise a novel mechanism for autocrine regulation of milk yield and mammary adaptation to IMF [5].

It was notable that of the 75 genes associated with differential milk yield, 64 were down-regulated in response to 4× milking whereas only 11 were up-regulated. 

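Among the genes lower on day 21 outside complement and acute phase were GGT6, a gamma-glutamyltransferase, with −0.60 (SE 0.11), and CTSB, a lysosomal protease, with −0.59 (SE 0.12), both outside Table 1 and lower in 6 of 6 cows. GFPT1, the first enzyme of hexosamine synthesis, and XPO4, a nuclear transport receptor, were higher in 6 of 6 cows, with 0.46 (SE 0.10) and 0.39 (SE 0.08). Of all probe sets at an unadjusted p under 0.01 on day 21, 48.5% were higher, and the shares after scaling to reference genes and after centring arrays on their median were 50.9% and 45.0%. Of the probe sets with a change of at least 2-fold, 85.5% had a positive change. The paper cites the reversal of differential expression after UFM had ceased, and the responses to a shorter period of IMF in its earlier study. From both it proposes that these genes are regulated together and may form an autocrine mechanism that adjusts milk yield to milking frequency.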

Down-regulation of gene expression in response to functional stimulation of the mammary gland has been observed previously [11,18,19]. In agreement with our observations, Connor et al. [11] reported that the majority of differentially expressed genes were down-regulated in response to 4× milking. During the transition from late pregnancy to lactation in both mice [19] and cows [18] most of the differentially expressed genes in the mammary gland are down-regulated. In contrast, during mammary involution and loss of secretory function, more genes are up-regulated than are down-regulated [19]. Lemay et al. [19] speculated that pro-lactational stimulus of the mammary gland is not associated with gain of function, but is associated with the suppression of broad functions thereby sparing metabolic support for the specific function of milk synthesis. The stimulus of increased milking frequency may elicit additional streamlining of cellular functions, akin to homeorhetic support of lactation.

One of our objectives was to identify the genes and functions involved in each phase of the milk yield response to IMF; those phases being the acute increase in milk yield during IMF; the partial decrease in milk yield after cessation of IMF, and the persistent increment in milk yield that remained long after IMF. Based on the results of IPA analysis, it was clear that there were both common and distinct pathways responsive during vs. after IMF. For example, differential activation of IGF-1 was predicted by IPA both during and after IMF, whereas inhibition of complement component 5 was predicted during IMF only. Pathway analysis also predicted that at least nine cytokines or growth factors were in an inhibited state during IMF but it is not clear whether or how this may relate to the milk yield response or mammary function. The second phase of the response involved the reduction of difference in milk yield between udder halves after cessation of 4× milking. Despite this dynamic change, IPA did not predict effects on any canonical pathways or regulatory molecules, probably due to the small number of genes that were differentially expressed on day 23 (i.e., most of the genes that were differentially expressed on day 21 returned toward basal levels on day 23 and thus did not differ significantly between udder halves). This result suggests that the decrement in milk yield was associated with reduction of pro-lactational gene expression rather than activation of novel, inhibitory genes. This reasoning is supported by the finding that most genes whose expression was correlated with the reduction in differential milk yield from day 21 to 23 were predicted to be associated with signaling of multiple growth factors and cytokines. 

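Of the 1235 probe sets selected by an unadjusted p under 0.01 on day 21 alone, 837 (67.8%) had the opposite sign on day 23. The 636 that were lower in the 4× gland had a median of −0.44 on day 21 and 0.07 on day 23, and the 599 higher ones 0.35 and −0.03. With a cow left out of both selection and medians, the day 23 median of the lower ones ran from 0.04 to 0.09. That of the higher ones ran from −0.07 without cow 6 to 0.001 without cow 4. The share with the opposite sign ran from 57.4% without cow 3 to 73.6% without cow 6. Of the 32 ways of exchanging glands on day 23, 6 gave a share of at least 67.8%, the real one included (highest other 73.0%). Chance can therefore not be excluded. Among the genes outside Table 1, UFM1 had 0.04 (SE 0.15, n = 6 cows) on day 23, UFL1 −0.09 (SE 0.08) and GGT6 0.10 (SE 0.11). KRT7 had 0.28 (SE 0.25), CLDN4 0.09 (SE 0.21) and JUNB 0.06 (SE 0.15). Within the 2× glands, 1178 probe sets differed between day 21 and day 23 at an unadjusted p under 0.01, 483 higher on day 23 and 695 lower, and within the 4× glands 186 did, 86 higher and 100 lower. limma called 0 in either at an adjusted p under 0.05, with 3878 and 912 at an unadjusted p under 0.05; no other tool was run on them. With no replicate block for the cow the counts at an unadjusted p under 0.01 were 462 and 64. Without cow 1 and cow 3 the count in the 2× glands was 266 and 386, and without cow 6 it was 785, with 1 probe set past the adjusted p; without cow 2 and cow 5 the count in the 4× glands was 97 and 115, and without cow 1 it was 167, with 1 past the adjusted p.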

With respect to the third, or carryover, phase of the milk yield response (day 40 of lactation), IPA predicted weak activation of IGF-1 signaling and enrichment of numerous canonical signaling pathways, including GH, IGF-1, and PRL, all of which have been linked to regulation of mammary development and cell activity [20-22]. In addition, both IGF-1 and PRL and have been hypothesized to be involved in the response of the mammary gland to IMF [13,16,23,24]. Therefore, although IPA did not provide insight into functional significance of differentially expressed genes, it did predict changes in signaling molecules and pathways that may mediate IMF-induced changes in milk yield and mammary function. Notably, those pathways were predicted to remain affected long after cessation of treatment, perhaps maintaining the sustained increment in milk production.

To gain additional insight into adaptation of the mammary gland to altered milking frequency, we used evidence from the literature, as well as The Gene Ontology (http://www.geneontology.org), to determine functions associated with genes differentially expressed in response to IMF that might regulate milk yield responses.

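CHI3L1 had a differential expression of −1.96 (SE 0.68) on day 21, lower in the 4× gland in 6 of 6 cows (adjusted p = 0.19 from limma), and −1.53 without cow 1; on day 40 it was −1.18. CLU, or clusterin, a chaperone secreted during involution, had −1.28 (SE 0.40) on day 21, lower in 6 of 6 cows (adjusted p = 0.181), 0.54 on day 23 and −0.99 on day 40. LTF, the iron-binding lactoferrin of the drying gland, had −0.79 (SE 0.25) on day 21 and was lower in 6 of 6 cows. Of the 25 measured involution and remodelling genes, 10 were lower and 1 higher on day 21 at an unadjusted p under 0.05.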

Of the differentially expressed genes that were downregulated during 4× and were negatively correlated with milk yield, several have been previously linked to mammary development, differentiation and remodeling; all of which may be functionally relevant to the adaptations of the mammary gland to changes in milking frequency. Chitinase 3-like (**CHI3L**)-1 is a secreted protein that is associated with mammary involution and remodeling in dairy cows [25,26], goats [27,28], and sheep [29]. More recently, expression of *CHI3L1* mRNA was linked to lactogenesis of the mammary gland in cell culture [22]. In other tissues, *CHI3L1* is involved in cellular differentiation and remodeling [30-32], and also in the cellular response to mechanical stimuli and pressure [33-35]. It is therefore not surprising that our results have consistently shown that *CHI3L1* is involved in the response of the mammary gland to the stimulus of IMF. Similar to *CHI3L1*, clusterin is a secreted protein that has been associated with involution and remodeling of the mammary gland [36-38]. In addition, clusterin has been used as a marker for apoptosis and DNA damage in both mammary gland and prostate [39-41]. Consistent with a role in the response of the mammary gland to IMF in the current experiment, mammary expression of clusterin is down-regulated by milk removal in rats [36]. 

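The simple epithelial keratin gene KRT8 had −1.11 (SE 0.31) on day 21 (n = 6 cows), lower in the 4× gland in 6 of 6 cows (adjusted p = 0.18 from limma), and −0.70 without cow 1. It had 0.40 on day 23, higher in 5 of 6 cows, and −0.59 on day 40, lower in 3.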

Keratin (**KRT**)-8 expression was also lower in 4× vs. 2× udder halves, consistent with previous observations [15]. Conversely, expression of *KRT8* was increased during decreased milking frequency [42]. It has been reported that *KRT8* can protect liver cells from Fas-mediated apoptosis by preventing DNA fragmentation [43]. Although we did not detect an effect of 4× milking on mammary cell apoptosis, it is possible that IMF rescues “surplus” cells that may otherwise be destined for deletion via apoptosis and instead recruits them into an active state. We have previously discussed this possibility in terms of a “use it or lose it” concept [4]. In support of this idea, sex determining region Y-box (**SOX**)-4 and −9 were down-regulated by UFM, and these genes have been implicated in the determination of cell fate and cellular differentiation during key phases of development in reproductive tissues [44-46]. Therefore, the findings of our manual literature searches complement our IPA results by indicating possible functional roles of individual genes in the adaptive response to IMF that may be associated with long-term changes in mammary cell activity and differential milk yield. 

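SOX4 had a differential expression of −0.92 (SE 0.31) on day 21 and −0.83 on day 40, lower in the 4× gland in 5 of 6 cows on both days (adjusted p = 0.184 and 0.19 from limma). SOX9 had −0.85 (SE 0.35) and −0.88, also lower in 5 of 6 cows on both days (adjusted p = 0.24 and 0.198). On day 23 the values were 0.30 and 0.21, and without cow 1 the day 21 values were −0.57 and −0.45.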

Shorten et al. [47] presented a hypothetical model proposing that IMF increases the number of active alveoli by increasing the proportion of active to quiescent cells in the mammary gland, which could increase the number of actively secreting alveoli and enhance milk producing capacity for the remainder of lactation.

Expression of early growth response (**EGR**)-1 and thrombospondin (**THBS**)-1 genes was lower in 4× vs. 2× udder halves both during UFM (day 5 [15] and day 21) and after the carryover increment in milk yield had been established (day 40 of lactation). 

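EGR1 had −1.24 (SE 0.30) on day 21, lower in the 4× gland in 6 of 6 cows (adjusted p = 0.18 from limma), and −0.87 on day 40, lower in 4 of 6 (adjusted p = 0.18). THBS1, a secreted inhibitor of angiogenesis, had −1.08 (SE 0.27) and −0.65, lower in 5 and 4 of 6 cows (adjusted p = 0.18 and 0.204). On day 23 EGR1 had 0.61 and THBS1 0.20, and the change of EGR1 from day 21 to day 23 was 1.85, positive in 6 of 6 cows. Without cow 1 the day 21 values were −0.95 and −0.78.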

Early growth response-1 is a mechanosensitive transcription factor that is regulated by physical stress in the vasculature [48] and lung [49], among other tissues. Similarly, *THBS1* plays a role in vascular [50-52] and lung [53] development, and it is often co-regulated with *EGR1*[50,54]. Therefore, the lower expression of these genes in 4× glands might be related to reduced mammary distension in the 4× udder half, due to more frequent bouts of milk removal. Similar transcriptional responses to distension and stretch have been described in bladder [55,56]. In the current model, however, it is unclear how such a mechanical response could continue to influence mammary function even after cessation of IMF.

Several genes were more highly expressed in 4× vs. 2× during UFM and post-treatment when the milk yield increment persisted. This group included lipin-1, low density lipoprotein-related protein (**LRP**)-2, and myostatin (**MSTN**). 

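On day 21 LRP2 had 0.96 (SE 0.17) in 6 of 6 cows (adjusted p = 0.124 from limma), LPIN1, a phosphatidate phosphatase of triglyceride synthesis, 0.93 (SE 0.29) in 5, and MSTN, an inhibitor of muscle growth, 0.83 (SE 0.19) in 5 (adjusted p = 0.181 and 0.18). On day 23 the values were −0.17, −0.13 and −0.25. On day 40 LRP2 had −0.01, LPIN1 0.23, higher in 4 of 6 cows, and MSTN −0.36, lower in 5 of 6 (adjusted p = 0.974, 0.634 and 0.267). Without cow 1 the day 21 values were 0.95, 0.51 and 0.64.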

Low density lipoprotein-related protein-2 is a nutrient transporter involved in the endocytic uptake of vitamin D by mammary tissue [57], and it has been suggested to play roles in mammary cell proliferation and differentiation [58,59]. We have shown that expression of *LRP2* in mammary tissue of dairy cows is physiologically regulated [60], further supporting a specific role for this gene in mammary development and function. Expression of *MSTN*, which is also known as growth and differentiation factor-8, has previously been associated with differentiation of the mammary gland in sows [61] although the opposite has been reported in mice [62]. The current findings support a new role for these genes in the response of the mammary gland to changes in milking frequency and consequent changes in milk yield. Because many genes were differentially expressed both during UFM (days 5 [15] and 21 [present study] of lactation), and during the carryover effect on milk yield (day 40 of lactation), it is plausible that the stimulus of IMF elicited epigenetic programming of the mammary gland.

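At an unadjusted p under 0.01, 98 probe sets passed on both day 21 and day 40, all with the same sign on both days, where independent calls would give 67. Both days came from rear glands of the same 6 cows, so the calls need not be independent. This overlap was not computed with glands exchanged within cows, so it cannot exclude chance. Of the 1235 selected on day 21 alone, 1042 (84.4%) had the same sign on day 40. Of the 32 ways of exchanging glands on day 40, 7 gave at least that share, the real one included (highest other 90.7%). Immediate-early genes had a mean of −0.19 ± 0.22 (SD, n = 6 cows) on day 40, complement genes −0.26 ± 0.33 and keratin and junction genes −0.29 ± 0.45. Their adjusted p from camera was 0.0478, 0.0355 and 0.0478, and with an estimated correlation adjusted p = 0.766, 0.727 and 0.766. They were lower in the 4× gland in 4, 4 and 3 of 6 cows, and the means without cow 1 were −0.14, −0.23 and −0.18. Immediate-early genes had adjusted p = 0.131, 0.0998 and 0.132 without cows 1, 3 and 6, and keratin and junction genes 0.101, 0.156 and 0.201. Complement genes had 0.201 without cow 6. With probe sets of a mean log2 value under 5 left out, 0 lists were lower on day 40, so none of these calls held. Across the 24016 probe sets, which are not independent replicates, Pearson's r between the mean differences of days 21 and 40 was 0.549 (Spearman's rho 0.486), and without cow 1 r was 0.382.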

Epigenetic programming is the process by which cells retain a biological memory of environmental events that occur during critical periods of development. Such events initiate stable changes in gene expression without changing nucleotide sequences [63]. The primary mechanisms regulating epigenetic alterations in gene expression are methylation of cytosine residues on the DNA, and histone modification [63,64]. Although epigenetic programming was initially thought to be stable and heritable, it is now considered to include transient, reversible changes stimulated by environmental conditions [65]. During critical phases of development, epigenetic programming can be initiated by a variety of environmental stimuli, including exposure to hormones, or activity of/demand on the tissue or organ [66]. In the mammary gland, gene expression and cellular function can be controlled by epigenetic mechanisms; Plachot and Lelievre [67] reported that DNA methylation plays a role in mammary cell proliferation and differentiation. Exposure of the virgin rat to the hormones of pregnancy is associated with persistent changes in mammary gene expression, which may be involved in the protective effect of pregnancy against breast cancer [68]. In addition, it has been proposed that epigenetic mechanisms underlie acute changes in mammary function and gene expression in dairy cows [69]. Importantly, some of the genes implicated in the acute (day 5 and 21) and carry-over (day 40) effects of IMF on milk yield are known to be epigenetically regulated including *EGR1*[70], and *THBS1*[71]. Therefore, it is possible that, during early lactation, those genes and perhaps others are susceptible to epigenetic modifications that influence the functional capacity of the mammary gland for the remainder of lactation.

Taken together, the results of this experiment indicate that the transcriptional response to changes in milking frequency is characterized by a dynamic yet coordinated pattern of differential expression of at least 75 genes that was correlated with both up- and down-regulation of milk yield in paired udder halves. Therefore, these genes appear to comprise a novel transcriptional program involved in the autocrine regulation of milk production in the mammary gland. Moreover, based on the persistently altered expression of 29 of these genes, we propose that IMF triggers an epigenetic mechanism that sets a new threshold of expression of those genes and their respective functions as an adaptive strategy for matching mammary output to IMF or, in the wild, to demands of suckling neonates during early lactation. We suggest that this represents a novel form of epigenetic regulation that could be called “lactational programming,” since the stimulus of IMF for a short period during early lactation elicits changes in gene expression and cellular functions that persist long after treatment has ceased.

## Conclusions

We conclude that IMF during early lactation does not alter mammary cell population dynamics but is associated with coordinated changes in expression of 75 genes in the mammary gland. The temporal pattern of differential expression of these genes is correlated with changes in differential milk yield. Moreover, twenty nine of these genes were persistently differentially expressed, further implicating them in the long-term alteration of mammary function. Together, our findings indicate that we may have identified a novel form of epigenetic regulation, which could be termed “lactational programming,” characterized by coordinated and persistent changes in gene expression during and after increased milking frequency. Those genes which remain differentially expressed may mediate the persistent effect on milk yield resulting from increased milking frequency during early lactation of dairy cows.

## Methods

### Animals and treatments

Six multiparous Holstein cows were assigned at parturition to unilateral frequent milking (**UFM**; twice daily milking (**2×**) of the left udder half, four-times daily milking (**4×**) of the right udder half) during days 1 to 21 of lactation. Thereafter, both udder halves were milked 2×. Regular milkings took place at 0230 h and 1430 h, and the two extra milkings (during which only the right udder half was milked) took place at 0530 h and 1730 h. The University of Vermont Institutional Animal Care and Use Committee approved animal use and associated procedures.

### Half-udder milking

To quantify the response to UFM, half-udder milk yields were measured using a portable milking system with a milking claw designed to collect milk from each quarter into individual vessels, as previously described [10]. At the first milking post-calving, half-udder milk yields were measured to verify that udder halves produced similar amounts of milk prior to treatment (cows having udders that were unbalanced by >0.7 kg were rejected from the study). Half-udder milk yields were measured during the afternoon milking (1430 h) every 3 ± 1 d until day 45 of lactation. Thereafter, half-udder milking was performed once on days 90, 180 and 270 (±5 d) of lactation. Half-udder milk yields were doubled to estimate daily milk produced by each udder half, which is reported in Figure 1. Data presented are through day 45 of lactation only, as full-lactation results from our previous experiments have been reported elsewhere [10,17].

### Mammary biopsy

Mammary tissue from the midpoint of each quarter was obtained by biopsy using a Pro-Mag Ultra automatic biopsy instrument (Medical Device Technologies, Gainesville, FL) on days 21 (rear quarters), 23 (fore quarters) and 40 (rear quarters) of lactation, as described by Wall et al. [13]. Biopsies were performed at 0500 h, 2.5 h after both udder halves had last been milked. Briefly, prior to mammary biopsy, cows were administered an intravenous injection of 0.50 mL of 20 mg/mL xylazine (0.01 mg/kg BW; Phoenix Pharmaceuticals, St. Joseph, MO) for general sedation. In addition, lidocaine (3 mL; 0.07 mg/kg BW) was administered in a line-block directly above the incision site just prior to biopsy. Biopsy samples of ~15 to 20 mg were obtained and biopsy of the same site was repeated (~3 times) until ~60 mg of tissue was obtained. Biopsy samples were trimmed of extra-parenchymal tissue and a portion (~55 mg) was immediately frozen in liquid nitrogen for subsequent isolation of RNA. The remaining parenchyma (~5 mg) was diced into pieces that were fixed in 10% buffered formalin for subsequent histological analysis.

### Mammary proliferation assay

Mammary parenchyma was diced into explants and approximately 10 mg was incubated in a shaking water bath for 1 h at 37°C in 3 mL of medium 199 (Sigma, St. Louis, MO) supplemented with 1 μCi/mL of [^3^H]-thymidine (33 Ci/mmol, ICN, Irvine, CA) to determine incorporation of [^3^H]-thymidine into DNA. After incubation, explants were blotted, weighed, and frozen in liquid nitrogen. Incorporation of [^3^H]-thymidine into DNA was determined as described by Wall et al. [72], but modified for 10 mg of tissue [13].

### DNA assay

Total DNA in tissue homogenates was measured as described by Labarca and Paigen [73], but modified for assay in a 96-well plate as described previously [72]. Briefly, duplicate 2-μL aliquots of homogenate were pipetted into wells, and 98 μL of DABS-E (0.5 M dibasic NaPO_4_, 0.5 M monobasic NaPO_4_, 2 M NaCl and 0.1 M EDTA) buffer and 100 μL of 2 μg/mL Hoechst 33528 dye (Sigma) were added. Fluorescence was determined using a fluorimeter spectrophotometer (KC4, Bio-Tek Instruments, Winooski, VT). The DNA concentration of homogenates was determined by comparison with a standard curve made by serially diluting calf thymus DNA (Sigma) and was used to calculate the total amount of DNA in the original homogenate.

### Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL)

Detection of apoptotic cells *in situ* was performed utilizing TUNEL, as described by Wall et al. [72]. Briefly, fixed explants were embedded in paraffin, sectioned at approximately 4-μm thickness and mounted onto silanized slides. A commercial TUNEL kit (ApopTag Plus Peroxidase, Chemicon International, Temecula, CA) was used in accordance with the manufacturer’s protocol. After the labeling assay, coverslips were mounted with Cytoseal.

### Quantification of apoptotic cells

Tissue sections were viewed by light microscopy with an Olympus BX41 light microscope (Olympus America Inc., Melville, NY) to quantify labeled cells. Details are described in Wall et al. [72]. Cells were classified as epithelial, stromal, labeled epithelial or labeled stromal cells. All cells in one randomly selected field were counted (at least 2,000 cells) and labeled brown nuclei were readily visible. A cell was classified as labeled when the nuclear staining was at least twice as intense as the background. Slides were coded for counting to prevent observer bias.

### Quantitative histology

Fresh explants of biopsy tissue were fixed in 10% buffered formalin overnight and stored in 70% ethanol. Samples were embedded in paraffin, sectioned at approximately 4 μm thickness and mounted onto silanized slides, with 2 sections mounted per slide. For quantitative histology, slides were stained with hematoxylin and eosin (**H & E**) to allow visualization and characterization of cell types. Briefly, slides were deparaffinized with several changes of xylene, then hydrated by immersion in successive ethanol/water solutions of decreasing ethanol concentration, starting with absolute ethanol and ending with water. The hydrated tissue sections were then stained with H & E, washed with water, and coverslips were mounted with Cytoseal.

Tissue sections were viewed by light microscopy with an Olympus BX41 light microscope to quantify cells. For each sample, 1 microscopic field was quantified. Fields were randomly selected and micrographs were taken at 40× magnification using Optronics Magnafire-SP (W. Nuhsbaum Inc., McHenry, IL). All cells in each field were counted (at least 1500 cells) using Image Pro Express (Media Cybernetics, L.P, Silver Spring, MD). Cells were counted as epithelial if they comprised the epithelial lining, including ductal and alveolar epithelial and myoepithelial cells, and possibly leukocytes if they were present in the alveolar lumen. All cells located in the interstitium were classified as stromal cells, including primarily fibroblasts, adipocytes, leukocytes, and endothelial cells.

### RNA isolation

Total RNA was isolated from each biopsy sample using Trizol reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. The RNA was purified using the RNeasy Mini Kit (Qiagen, Valencia, CA) according to the manufacturer’s protocol. Purified RNA was quantified using a Nanodrop ND1000™ spectrophotometer (Thermo Scientific, Wilmington, DE) and quality was assessed using an Agilent 2100 bioanalyzer (Agilent Technologies, Palo Alto, California). The RNA integrity number of all samples was greater than 8. Additional details on RNA processing can be found in Wall et al. [72].

### Affymetrix GeneChip® bovine genome arrays

#### Microarray analysis

RNA amplification and microarray analysis was performed at the University of Vermont microarray core facility using previously described protocols [74]. Briefly, 2 μg of total RNA from each tissue sample were reverse transcribed to the single-stranded cDNA using T7-oligo(dT) primer. T4 DNA polymerase was used to synthesize double-stranded cDNA, which served as a template for *in vitro* transcription using T7 RNA polymerase to produce biotinylated cRNA. The biotinylated cRNAs were fragmented into 50- to 200-base fragments and then hybridized to GeneChip Bovine Genome Arrays for 16 h at 45°C in a rotating Affymetrix GeneChip Hybridization Oven 320. After hybridization, arrays were washed and stained with streptavidin-phycoerythrin on an automated Affymetrix GeneChip Fluidic Station F450. The arrays were scanned with an Affymetrix GeneChip Scanner 2700 and the images quantified using Affymetrix GeneChip Operating Software.

#### Data analysis

The signal intensity for each probe on each chip was calculated from scanned images using GeneChip Operating Software (Affymetrix), and signal intensities were analyzed using BioConductor (http://www.bioconductor.org). Probe intensities were background corrected, normalized, and summarized using the Robust Multichip Average method described by Speed and coworkers [75,76]. 

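The 5 reference genes of the bovine mammary gland that were measured had a mean differential expression of −0.03 ± 0.11 (SD, n = 6 cows) on day 21, 0.03 ± 0.12 on day 23 and 0.05 ± 0.14 on day 40, and lay within 0.01 of 0 on each day without cow 1. After each array was scaled to them, the means of cluster 1 on these days were −0.94, 0.33 and −0.64, and that of cluster 4 on day 21 was 0.90. Of the genes of Table 1, 63 were lower and 11 higher on day 21, 6 higher on day 23 and 37 lower on day 40 at an unadjusted p under 0.05, and 68 probe sets had a change of at least 2-fold. At an unadjusted p under 0.01, 871, 28, 1115 and 431 probe sets passed on days 21, 23 and 40 and for the change, and the shares that were positive were 50.9%, 25.0%, 5.02% and 44.1%. Without this scaling the shares were 48.5%, 55.2%, 53.6% and 57.0%. The scaling moves all probe sets of an array alike, so these shares shift with it and cannot decide whether the normalization matters.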

An alternative normalization method based on reference genes did not significantly change the results. All microarray data were deposited into NCBI’s Gene Expression Omnibus (accession number GSE27851). To identify genes associated with the decrease in milk yield that occurred after cessation of IMF, the change in differential gene expression from day 21 to 23 of lactation was determined. Only the genes for which differential expression (i.e., the difference between 2× and 4× udder halves) changed from days 21 to 23 of lactation (magnitude of difference ≥ 2; *P* < 0.05) are reported herein.

Evidence from the literature, as well as the Gene Ontology Database, was used to indicate the functions associated with differential gene expression in response to IMF that therefore might regulate the observed milk yield responses.

#### Cluster analysis

Genes of which differential expression changed between day 21 and day 23 of lactation were grouped into four clusters based on the temporal pattern of differential expression. Cluster 1 included genes whose expression in 4×- relative to 2×-glands was lower on day 21, higher on day 23 (after cessation of 4× milking), and subsequently lower on day 40 of lactation. Cluster 2 included genes whose expression in 4×- relative to 2×-glands was lower on day 21, higher on day 23, and remained higher on day 40 of lactation. Cluster 3 included genes whose expression in 4×- relative to 2×-glands was higher on day 21, lower on day 23, and higher on day 40. Finally, cluster 4 included genes whose expression in 4×- relative to 2×-glands was higher on day 21, lower on day 23, and remained lower on day 40.

#### Pathway analysis

Ingenuity Pathway Analysis (**IPA**; Ingenuity® Systems, http://www.ingenuity.com) was used to determine the functions enriched by IMF. The Affymetrix Bovine Array was used as a reference for the analysis, and all other options used were default settings in IPA. To obtain sufficient genes to get meaningful IPA results, microarray data were re-filtered using a threshold of *P* < 0.01 for differential expression of genes at each time point and for the change in gene differential expression (4× minus 2×) on day 21 vs. that on day 23.

### Real-time quantitative PCR

Relative mRNA expression profiles were determined by real-time quantitative PCR (**qPCR**) using a PE 7700 thermal cycler (Applied Biosystems, Foster City, CA). Additional details on PCR can be found in Wall et al. [72]. Primers were designed for bovine *CHI3L1*, clusterin, *EGR1*, *LRP2*, and *SOX4* using Primer 3 software (http://frodo.wi.mit.edu/). Primer sequences for *CHI3L1*, *LRP2*, and *SOX4* can be found in Wall et al. [15]. For clusterin, primer sequences were forward: 5′-caggagatcctggaa-3′ reverse: 5′-actccttccccatcacagtg-3′. For *EGR1*, primer sequences were forward: 5′- aaaagccaagcaaaccaatg -3′ reverse: 5′- tcacacaaaaggcaccaaga -3′. After primer design, the predicted product was BLAST searched against the bovine database to ensure specificity of the primers. All gene expression values were normalized to that of ß-2 microglobulin, which was stable over time and across udder halves.

### Statistical analyses

A one-tailed paired *t*-test (SAS Inst. Inc., Cary, NC; version 9.1) was used to determine the significance of 4× milking on milk production. A two-tailed paired *t*-test (SAS) was used to determine the significance of 4× milking on mammary cell proliferation, apoptosis, percentage of epithelial and stromal cells in the mammary gland, and gene expression measured by RT-qPCR. The general linear models procedure (**GLM**; SAS) was used to determine the significance of time on mammary cell proliferation, apoptosis, percentage of epithelial and stromal cells in the mammary gland, and gene expression measured by RT-qPCR. The Proc Corr procedure (SAS) was used to calculate Pearson’s correlation coefficients and determine significance of associations between differential milk yield per cow and average differential gene expression over time. Correlations were first determined for the changes between day 21 and day 23 of lactation, and then for day 21 through day 40 of lactation.

## Abbreviations

2×: Twice daily milking; 4×: Four-times daily milking; UFM: Unilateral frequent milking; IMF: Increased milking frequency; IPA: Ingenuity pathway analysis; TGF-β: Transforming growth factor beta; IGF-1: Insulin-like growth factor I; PRL: Prolactin; GH: Growth hormone; CHI3L1: Chitinase 3-like-1; KRT8: Keratin-8; EGR1: Early growth response-1; THBS1: Thrombospondin −1; LRP2: Low density lipoprotein-related protein-2; MSTN: Myostatin; H & E: Hematoxylin and eosin; GLM: General linear models

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

EHW carried out the animal trial and microarray experiment, performed the statistical analyses of all data except for the microarray experiment, and drafted the manuscript. JPB participated in the design of the microarray experiment and performed the associated statistical analysis. TBM conceived of the study, participated in its design, and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Known potential connections between genes identified by a significant treatment by time interaction, characterized by changes in differential gene expression between 2× and 4× udder halves over time. Figure generated using Ingenuity Pathway Analysis, Ingenuity® Systems (Green = expression decreased, red = expression increased in 4× relative to 2× udder halves on day 21 of lactation). Click here for file

Additional file 2: Figure S2 Expression of A. chitinase 3-like (CHI3L)-1, B. clusterin, C. early growth response (EGR)-1, D. sex determining region Y-box (SOX)-4, and E. low density lipoprotein related protein (LRP)-2 mRNA in mammary tissue of cows assigned to unilateral frequent milking (twice daily milking (2×) of the left udder half, four times daily milking (4×) of the right udder half) during d 1 to 21 of lactation. Mammary biopsies from both udder halves were obtained on d 21, 23, and 40 of lactation. Each bar represents Least Squares Mean ± pooled standard error mRNA expression normalized to β-2 microglobulin. Line graph (secondary x-axis) represents least squares mean difference (4× minus 2×) ± pooled SE mRNA expression normalized to β-2 microglobulin. Solid horizontal line represents zero on the secondary x-axis, indicating no differential expression. Expression of *CHI3L1*, clusterin, *EGR1*, and *SOX4* was decreased in 4× udder halves at 21 days in milk (*P* < 0.07), whereas expression of *LRP2* was increased in 4× udder halves (*P* < 0.01). Expression of *EGR1* was increased in 4× udder halves at 23 days in milk (*P* < 0.10), whereas expression of all other genes was similar across udder halves (*P* > 0.20). Expression of clusterin, *EGR1*, and *SOX4* was decreased in 4× udder halves at 40 days in milk (*P* < 0.07), whereas expression of all other genes was similar across udder halves (*P* > 0.20). Differential expression of all genes changed over time (*P* < 0.07). Click here for file

Additional file 3: Table S1 Predicted activation state of growth factors and cytokines based on differential gene expression induced by IMF^1^. Click here for file

Additional file 4: Table S2 Enrichment of canonical pathways based on genes differentially expressed in response to IMF^1^. Click here for file

# Supplementary material for: Milk yield responses to changes in milking frequency during early lactation are associated with coordinated and persistent changes in mammary gene expression
**Source:** BMC Genomics. 2013 May 2;14:296. doi: 10.1186/1471-2164-14-296

1 **Supplemental Figure 1.** Known potential connections between genes identified by a  
2 significant treatment by time interaction, characterized by changes in differential gene  
3 expression between 2X and 4X udder halves over time. Figure generated using Ingenuity  
4 Pathway Analysis, Ingenuity® Systems (Green = expression decreased, red = expression  
5 increased in 4X relative to 2X udder halves on day 21 of lactation).

6

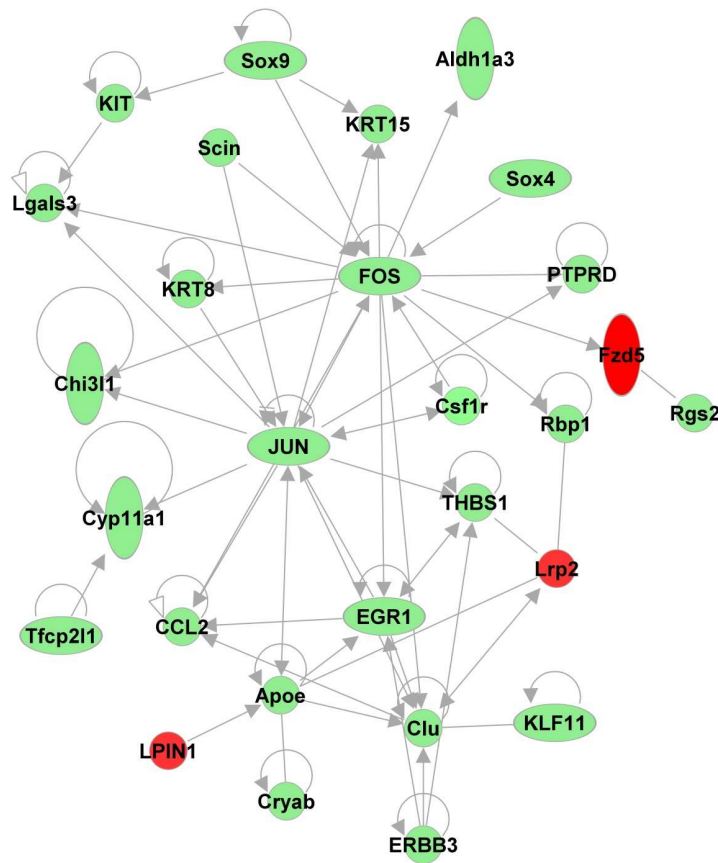

**Supplement:** Additional file 1: Figure S1 — Known potential connections between genes identified by a significant treatment by time interaction, characterized by changes in differential gene expression between 2× and 4× udder halves over time. Figure generated using Ingenuity Pathway Analysis, Ingenuity® Systems (Green = expression decreased, red = expression increased in 4× relative to 2× udder halves on day 21 of lactation).

# Supplementary material for: Milk yield responses to changes in milking frequency during early lactation are associated with coordinated and persistent changes in mammary gene expression
**Source:** BMC Genomics. 2013 May 2;14:296. doi: 10.1186/1471-2164-14-296

**Supplemental Figure 2.** Expression of **A.** chitinase 3-like (**CHI3L**)-1, **B.** clusterin, **C.** early growth response (**EGR**)-1, **D.** sex determining region Y-box (**SOX**)-4, and **E.** low density lipoprotein related protein (**LRP**)-2 mRNA in mammary tissue of cows assigned to unilateral frequent milking (twice daily milking (**2X**) of the left udder half, four times daily milking (**4X**) of the right udder half) during d 1 to 21 of lactation. Mammary biopsies from both udder halves were obtained on d 21, 23, and 40 of lactation. Each bar represents Least Squares Mean  $\pm$  pooled standard error mRNA expression normalized to  $\beta$ -2 microglobulin. Line graph (secondary x-axis) represents least squares mean difference (4X minus 2X)  $\pm$  pooled SE mRNA expression normalized to  $\beta$ -2 microglobulin. Solid horizontal line represents zero on the secondary axis x-axis, indicating no differential expression. Expression of *CHI3L1*, clusterin, *EGR1*, and *SOX4* was decreased in 4X udder halves at 21 days in milk ( $P < 0.07$ ), whereas expression of *LRP2* was increased in 4X udder halves ( $P < 0.01$ ). Expression of *EGR1* was increased in 4X udder halves at 23 days in milk ( $P < 0.10$ ), whereas expression of all other genes was similar across udder halves ( $P > 0.20$ ). Expression of clusterin, *EGR1*, and *SOX4* was decreased in 4X udder halves at 40 days in milk ( $P < 0.07$ ), whereas expression of all other genes was similar across udder halves ( $P > 0.20$ ). Differential expression of all genes changed over time ( $P < 0.07$ ).

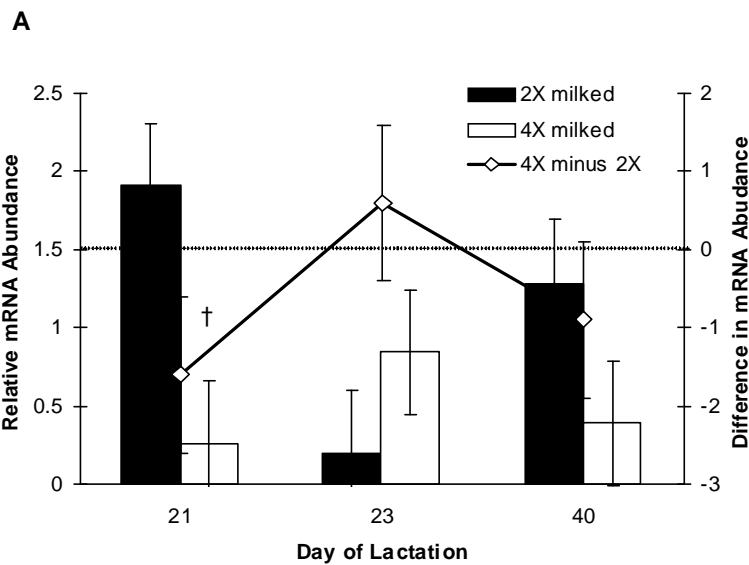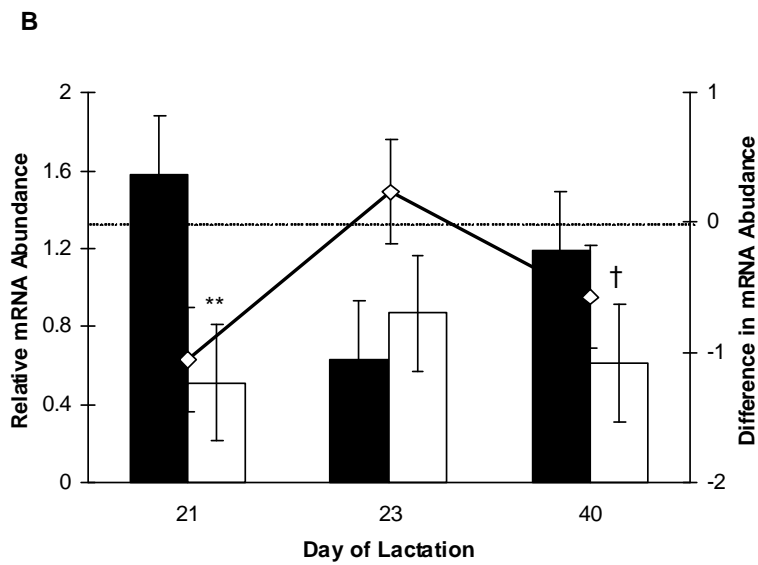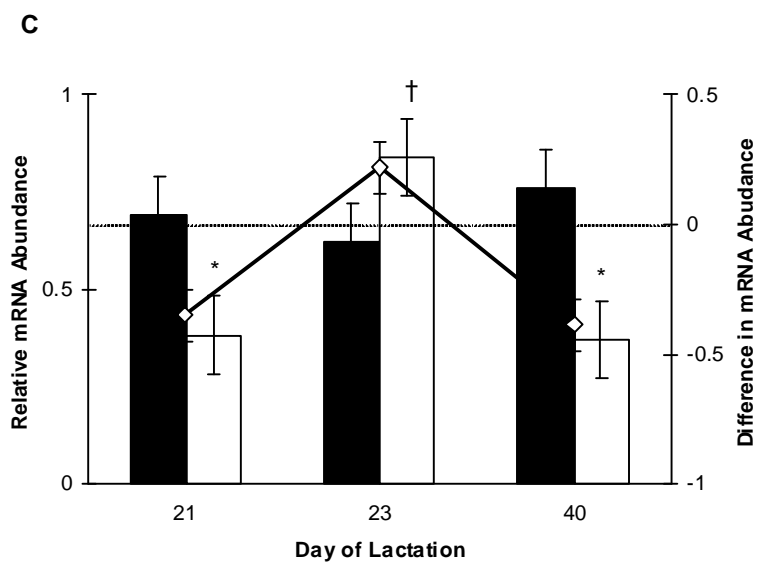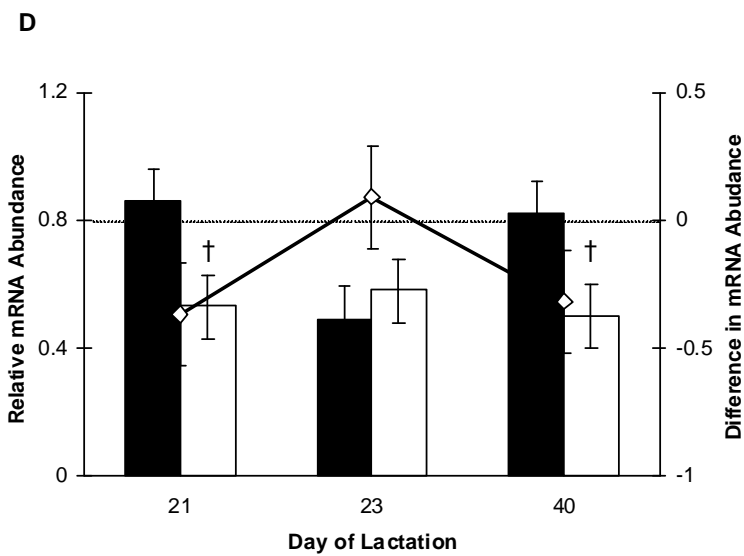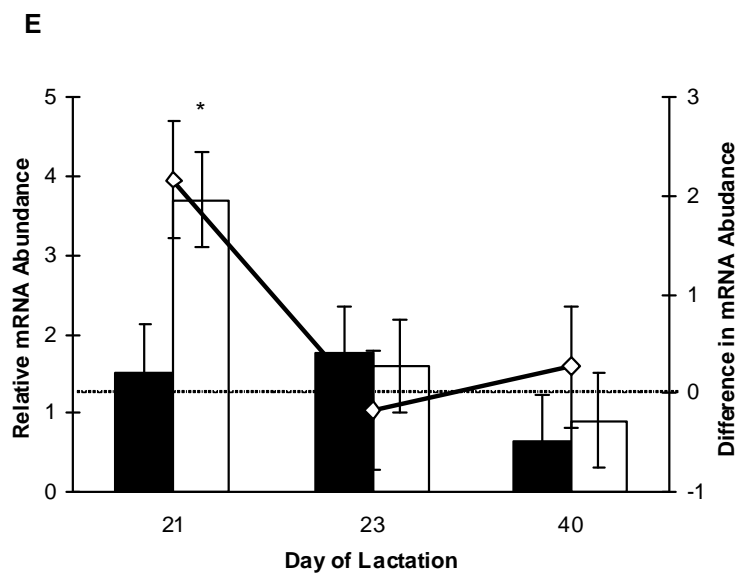

**Supplement:** Additional file 2: Figure S2 — Expression of A. chitinase 3-like (CHI3L)-1, B. clusterin, C. early growth response (EGR)-1, D. sex determining region Y-box (SOX)-4, and E. low density lipoprotein related protein (LRP)-2 mRNA in mammary tissue of cows assigned to unilateral frequent milking (twice daily milking (2×) of the left udder half, four times daily milking (4×) of the right udder half) during d 1 to 21 of lactation. Mammary biopsies from both udder halves were obtained on d 21, 23, and 40 of lactation. Each bar represents Least Squares Mean ± pooled standard error mRNA expression normalized to β-2 microglobulin. Line graph (secondary x-axis) represents least squares mean difference (4× minus 2×) ± pooled SE mRNA expression normalized to β-2 microglobulin. Solid horizontal line represents zero on the secondary x-axis, indicating no differential expression. Expression of CHI3L1, clusterin, EGR1, and SOX4 was decreased in 4× udder halves at 21 days in milk (P < 0.07), whereas expression of LRP2 was increased in 4× udder halves (P < 0.01). Expression of EGR1 was increased in 4× udder halves at 23 days in milk (P < 0.10), whereas expression of all other genes was similar across udder halves (P > 0.20). Expression of clusterin, EGR1, and SOX4 was decreased in 4× udder halves at 40 days in milk (P < 0.07), whereas expression of all other genes was similar across udder halves (P > 0.20). Differential expression of all genes changed over time (P < 0.07).

# Supplementary material for: Milk yield responses to changes in milking frequency during early lactation are associated with coordinated and persistent changes in mammary gene expression
**Source:** BMC Genomics. 2013 May 2;14:296. doi: 10.1186/1471-2164-14-296
**Supplement:** Additional file 3: Table S1 — Predicted activation state of growth factors and cytokines based on differential gene expression induced by IMF1.

**Supplemental Table 1.** Predicted activation state of growth factors and cytokines based on differential gene expression induced by IMF^1^.

| **Effect** | **Regulator** | **Molecule Type** | **Predicted State^3^** | **z-score** | **p-value** | **Target Molecules In Dataset** |
| --- | --- | --- | --- | --- | --- | --- |
| IMF d21 | BDNF | growth factor | Inhibited | -2.0 | 9.1E-04 | Aldh7a1,Casp3,Cav2,Cdkn1c,Dnajb5,Egr1,Fos,Glul,Hivep1,Hsd17b12,Hspa5,Itpr1,Jun,Klf10,  Mapt,Ryr2,S100a10,Sorl1,Tiam1,Tiparp |
| IMF d23 | BDNF | growth factor | NS | NS | NS | None |
| IMF d40 | BDNF | growth factor | NS | NS | NS | None |
| IMF*Time^2^ | BDNF | growth factor | n/a | n/a | 9.0E-03 | Adrb2,Cdkn1c,Dnajb5,Egr1,Fos,Hivep1,Jun,Klf10,Mapt,P4ha1,S100a10 |
| IMF d21 | C5 | cytokine | Inhibited | -2.2 | 1.9E-01 | Ccl2,Cybb,Egr1,F3,Hivep1,Icam1,Itgb2,Slc25a15 |
| IMF d23 | C5 | cytokine | NS | NS | NS | None |
| IMF d40 | C5 | cytokine | NS | NS | NS | None |
| IMF*Time | C5 | cytokine | n/a | n/a | 7.9E-03 | Apcs,Ccl2,Cybb,Egr1,Hivep1,Met,Sf1,Slc25a15 |
| IMF d21 | EGF | growth factor | Inhibited | -2.6 | 1.0E-05 | B4galt5,Casp3,Cd44,Cldn7,Clu,Csf1r,Ctgf,Cyp11a1,Egr1,Eif2ak3,Elf3,Epas1,Erbb2,Errfi1,Ets2,Fos,Gak,Gata2,Gfpt1,Grb7,Icam1,Ier3,Igfbp3,Irs1,Itga2,Jun,Junb,Klf10,Krt15,Limk2,Ltf,Mcl1,Pdcd4,Pfkm,Ppard,Prkch,Pthlh,S100a10,S100a11,Serpina1,Spi1,Tgfbr2,Tgif1,Thbs1,Timp1,Tnfaip1,Tnfrsf12a,Zfp36l2 |
| IMF d23 | EGF | growth factor | NS | NS | NS | None |
| IMF d40 | EGF | growth factor | NS | NS | NS | None |
| IMF*Time | EGF | growth factor | n/a | n/a | 4.9E-05 | Afp,B4galt5,Clu,Cyp11a1,Egr1,Eif2ak3,Fos,Gata2,Gfpt1,Grb7,Gsk3b,Ier3,Igfbp3,Itga2,Jun,Junb,Klf10,Limk2,Ltf,Mcl1,Pdcd4,Ppard,Prkch,Ptges,S100a10,S100a11,Snai2,Thbs1,Zfp36l2 |
| IMF d21 | GH | growth factor | NS | NS | NS | None |
| IMF d23 | GH | growth factor | NS | NS | NS | None |
| IMF d40 | GH | growth factor | NS | NS | NS | None |
| IMF*Time | GH | growth factor | n/a | n/a | 9.5E-03 | Atf4,Clu,Cyb5b,Egr1,Erbb3,Fos,Gata2,Igfbp3,Jun,Junb,Lipe,Mgst1,Rfc1 |
| IMF d21 | IFNG | cytokine | Inhibited | -3.1 | 5.9E-07 | Ablim3,Aldh7a1,Arfgap3,Arg2,Atf4,Btg1,C1qc,Capn3,Casp3,Ccl2,Ccr5,Cd14,Cd200,Cd276,Cd36,Cd44,Cfb,Clip2,Csf1r,Ctgf,Ctsb,Ctsc,Cyb561,Cybb,Cyp11a1,Cyp27a1,Ddb2,Egr1,Emid1,Erap2,Erbb2,Ets2,F3,Fabp5,Fhl2,Flrt2,Fos,Gprc5b,Icam1,Ier3,Ifi30,Ifih1,Ifit5,Irak1,Isg20,Itgb2,Jun,Junb,Kdr,Klf10,Klf6,Kmo,Krt15,Lgals3,Map3k8,Marcksl1,Mrc1,Myd88,Ppard,Prkca,Prkcd,Psmb10,Pthlh,Ptpn1,Rac2,Rarres1,Rfxank,Rorc,S100a10,Saa2,Serp1,Serpina1,Sirpa,Slc2a1,Slc40a1,Spi1,Tgfb2,Tgif1,Thbs1,Timp1,Timp4,Tlr2,Tlr3,Tnfrsf12a,Trim8,Tyrobp,Ube2e1,Ube2l6,Vsnl1 |
| IMF d23 | IFNG | cytokine | NS | NS | NS | None |
| IMF d40 | IFNG | cytokine | NS | NS | NS | None |
| IMF*Time | IFNG | cytokine | n/a | n/a | 3.8E-03 | Ablim3,Atf4,Capn3,Ccl2,Cfb,Ctsb,Ctsc,Cyb561,Cybb,Cyp11a1,Ddb2,Egr1,Erap2,Fbln1,Flrt2,  Fos,Hspb1,Ier3,Isg20,Itgav,Jun,Junb,Klf10,Klf6,Lgals3,Map2k2,Map3k8,Marcksl1,Parp9,Ppard,Prdm1,Prkca,Psmb10,Ptges,S100a10,Saa2,Sirpa,Slc40a1,Snai2,Thbs1,Tlr3,Vldlr |
| IMF d21 | IGF1 | growth factor | Inhibited | -2.3 | 8.5E-02 | Casp3,Cd44,Clu,Ctgf,Cyp11a1,Egr1,Epas1,F3,Fabp4,Fos,Gapdh,Gata2,Hspa5,Icam1,Ier3,Igfbp3,Irs1,Jun,Junb,Mapt,Mcl1,Nefm,Pdlim2,Slc2a1,Thbs1,Tnfrsf12a,Zfp36l1 |
| IMF d23 | IGF1 | growth factor | NS | NS | NS | None |
| IMF d40 | IGF1 | growth factor |  | 0.33 | 1.0E-02 | Anpep,Birc3,Ccnd2,Col2a1,Csf1,Ctnnb1,Egf,Egr1,Eln,Fbxo32,Fosb,Gh,Ghr,Grm7,Igf1,Igf1r,  Igfbp4,Il4r,Insr,Irs1,Junb,Mafg,Mmp14,Nox4,Prl,Srd5a1,Tg,Tjp1,Tshr,Zfp36l1 |
| IMF*Time | IGF1 | growth factor | n/a | n/a | 1.1E-01 | Clu,Cyp11a1,Egr1,Fos,Gata2,Ier3,Igfbp3,Itgav,Jun,Junb,Mapt,Mcl1,Pdlim2,Snai2,Thbs1 |
| IMF d21 | LEP | growth factor | Inhibited | -2.4 | 7.9E-02 | Acsl5,Ccl2,Cd14,Cd36,Cpt1a,Egr1,F3,Fabp4,Fmo5,Fos,Gpx1,Hspa5,Icam1,Igfbp3,Irs1,Jun,Junb,Mmp7,Nppc,Prkaa2,Saa2,Slc16a1,Sod1,Thbs1,Timp1,Tmed9,Ugp2 |
| IMF d23 | LEP | growth factor | NS | NS | NS | None |
| IMF d40 | LEP | growth factor | NS | NS | NS | None |
| **Effect** | **Regulator** | **Molecule Type** | **Predicted State** | **z-score** | **p-value** | **Target Molecules In Dataset** |
| IMF*Time | LEP | growth factor | n/a | n/a | 1.7E-01 | Acsl5,Asah1,Ccl2,Egr1,Fabp3,Fos,Gsk3b,Igfbp3,Jun,Junb,Lipe,Pemt,Saa2,Thbs1 |
| IMF d21 | PDGF BB | growth factor | Inhibited | -4.4 | 8.8E-06 | Arf5,Arg2,Cav2,Ccl2,Cd44,Cryab,Csf1r,Ctgf,Egr1,Enpp1,Ets2,F3,Fhl2,Fos,Fzd1,Ier3,Jun,Junb,Klf10,Klf6,Lgals3,Lmna,Map2,Mcl1,Mgst1,Myh1,Nfil3,Ppard,Rbp1,Rnd3,Slc1a1,Sphk1,Spi1,Taf9,Thbs1,Timp1,Tnfrsf12a,Trib1,Zfp36l1 |
| IMF d23 | PDGF BB | growth factor | NS | NS | NS | None |
| IMF d40 | PDGF BB | growth factor | NS | NS | NS | None |
| IMF*Time | PDGF BB | growth factor | n/a | n/a | 4.49E-06 | Adrb2,Ccl2,Cdo1,Cryab,Egr1,Enpp1,Fos,Fzd1,Ier3,Jun,Junb,Klf10,Klf6,Lgals3,Mcl1,Mgst1,  Ppard,Rbp1,Rfc5,Rnd3,Rpn2,Slc1a1,Sphk1,Thbs1,Trib3,Uck1 |
| IMF d21 | PRL | cytokine | Inhibited | -2.0 | 1.08E-03 | Akr1c3,Anxa2,Anxa5,Bag1,Bok,Clu,Ctsa,Ctsb,Cyp11a1,Egr1,Erbb2,Erbb3,Fos,Gna12,Igfbp3,  Jun,Krt15,Mgp,Mgst1,Parm1,Pdia4,Pdlim4,Sod1,Timp1,Timp2 |
| IMF d23 | PRL | cytokine | NS | NS | NS | None |
| IMF d40 | PRL | cytokine | NS | NS | NS | None |
| IMF*Time | PRL | cytokine | n/a | n/a | 2.95E-03 | Anxa2,Anxa3,Bok,Clu,Cpd,Ctsb,Cyp11a1,Egr1,Erbb3,Fos,Igfbp3,Jun,Mgp,Mgst1,Pdlim4 |
| IMF d21 | TGFB1 | growth factor | Inhibited | -2.4 | 6.48E-06 | Ankh,Anxa2,Aqp1,Atf4,Atg5,Atp13a3,Btg1,C1qc,C1s,Casp3,Cav2,Ccl2,Ccr5,Cd14,Cd36,Cd44,Cd46,Cdkn1c,Chi3l1,Cldn4,Clu,Cnn2,Col16a1,Cotl1,Csf1r,Ctgf,Ctps1,Ctsb,Ctsc,Cyb561,Cybb,Cyp11a1,Ddb2,Dock2,Egr1,Elf3,Enpp1,Ercc5,Espl1,F3,Fabp5,Fcer1a,Fos,Galm,Gatm,Ggt6,  Gnas,Hspa5,Icam1,Ier3,Ifi30,Ifih1,Ifrd1,Igfbp3,Irs1,Itga2,Itgb2,Itpr1,Jun,Junb,Kdelr2,Kdr,Klf10,Krt18,Krt7,Krt8,Lgals3,Limk2,Litaf,Lta4h,Ltbp1,Maoa,Mgp,Mid1,Mmp7,Mrc1,Ms4a8b,Mstn,Myd88,Myl6,Nt5e,Pa2g4,Pdhb,Pdlim4,Pnp,Ppard,Prkca,Prss22,Pthlh,Ptprk,Rbms1,Rgcc,Rorc,  Rybp,S100a10,S100a11,Saa2,Sar1a,Serp1,Serpina1,Serpinb2,Sirpa,Slc16a3,Slc2a1,Sphk1,Spi1,Sri,St3gal5,Tax1bp3,Tgfb2,Tgfbr2,Tgif1,Thbs1,Timp1,Timp2,Tlr2,Tmem184b,Tnfrsf12a,Trim2,Zfp36l2 |
| IMF d23 | TGFB1 | growth factor | NS | NS | NS | None |
| IMF d40 | TGFB1 | growth factor | NS | NS | NS | None |
| IMF*Time | TGFB1 | growth factor | n/a | n/a | 2.6E-05 | Afp,Ankh,Anxa2,Atf4,C1s,Cap1,Ccl2,Cdkn1c,Chi3l1,Cldn4,Clu,Cnn2,Ctsb,Ctsc,Cxcr6,Cyb561,Cybb,Cyp11a1,Ddb2,Dock2,Egr1,Eng,Enpp1,Ercc5,Fbln1,Fos,Galm,Ggt6,Gsn,Ier3,Igfbp3,Itga2,Itgav,Jun,Junb,Klf10,Krt7,Krt8,Lgals3,Limk2,Lta4h,Met,Mgp,Ms4a8b,Mstn,P4ha1,Pdhb,  Pdlim4,Pdzk1ip1,Ppard,Prkca,Rfc5,Rora,Rpn2,Rybp,S100a10,S100a11,Saa2,Sirpa,Slc35a1,  Snai2,Sphk1,Sri,Srm,St3gal5,Tax1bp3,Thbs1,Tyms,Zfp36l2 |

^1^IMF = increased milking frequency. Cows were assigned to twice daily milking of the left udder half (**2X**) and four times daily milking of the right udder half (**4X**) on d 1 to 21 of lactation followed by 2X thereafter. Mammary biopsies were obtained on days (**d**) 21, 23, and 40 of lactation. Differential gene expression was detected using Affymetrix GeneChip^®^ Bovine Genome Array and for pathway analysis, genes were considered differentially expressed when the *P*-value was < 0.01. Pathway analysis was conducted using Ingenuity Pathway Analysis software (Ingenuity^®^ Systems, [www.ingenuity.com](http://www.ingenuity.com)). Only the molecules for which there was significant enrichment (*P* < 0.05 at one or more time points) are shown.

^2^IMF*Time = change in differential gene expression between 2X and 4X udder halves on day 21 vs. that on day 23

^3^Predicted state = predicted activation state in 4X vs. 2X udder halves

# Supplementary material for: Milk yield responses to changes in milking frequency during early lactation are associated with coordinated and persistent changes in mammary gene expression
**Source:** BMC Genomics. 2013 May 2;14:296. doi: 10.1186/1471-2164-14-296
**Supplement:** Additional file 4: Table S2 — Enrichment of canonical pathways based on genes differentially expressed in response to IMF1.

**Supplemental Table 2.** Enrichment of canonical pathways based on genes differentially expressed in response to IMF^1^.

^1^IMF = increased milking frequency. Cows were assigned to twice daily milking of the left udder half (**2X**) and four times daily milking of the right udder half (**4X**) on d 1 to 21 of lactation followed by 2X thereafter. Mammary biopsies were obtained on days (**d**) 21, 23, and 40 of lactation. Differential gene expression was detected using Affymetrix GeneChip^®^ Bovine Genome Array and for pathway analysis, genes were considered differentially expressed when the *P*-value was < 0.01. Pathway analysis was conducted using Ingenuity Pathway Analysis software (Ingenuity^®^ Systems, [www.ingenuity.com](http://www.ingenuity.com)). Only the pathways for which there was significant enrichment (*P* < 0.05 at one or more time points) are shown.

^2^IMF*Time = change in differential gene expression between 2X and 4X udder halves on day 21 vs. that on day 23.

How the deposited data were processed for this re-analysis (not part of the article)

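Mammary biopsies of 6 cows milked 4× on the right side and 2× on the left side of the udder were taken on lactation days 21, 23 and 40, and 36 arrays, 1 for each biopsy, were used. The authors corrected the probe signals for background, normalized them across arrays and summarized them to a log2 value for each probe set with the Robust Multichip Average, whose version the paper's text does not give. The values used here were those log2 values for 24128 probe sets, of which 112 control probe sets were left out; medians of the arrays lay between 6.04 and 6.15. The probe level signals were not used here. The number of arrays limits the precision, and 7491 probe sets had a mean under a log2 value of 5, near the background.

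Arrays were grouped by milking frequency, day and cow from their labels. Pairing was checked by the correlation of the arrays of each pair after the mean of each condition was removed: it was positive in 18 of 18 pairs, from 0.242 to 0.665, and in 16 the gland was most alike to the other gland of its own cow. Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the 18 differences within cows, with a mean for each day and a spread shared by the days, for each day and for the change from day 21 to day 23. P-values were adjusted over the 24016 probe sets tested by the method of Benjamini and Hochberg with a threshold of 0.05, and counts at the paper's unadjusted thresholds of 0.05 and 0.01 were given beside them. The paper's text does not name the test of its arrays; its statistics section names paired tests and general linear models for its other measures. The change within the 4× and within the 2× glands was fitted on the 36 arrays with cow as a replicate block, and with no replicate block it gave 462 probe sets in place of 1178 in the 2× glands at an unadjusted p under 0.01. Means over the clusters of Table 1 and over gene lists were taken in each cow and tested by an exact, two-sided sign-flip permutation test with 64 sign flips. Gene lists were tested with camera, with a preset correlation of 0.01 and with the estimated correlation, on 9173 genes with 1 probe set each, the one with the highest mean, for lists of at least 5 measured genes. There were 24 lists of mammary functions and cell types, and 7 lists copied from Tables S1 and S2, which the paper chose on these samples. Some of the 24 lists hold genes of Table 1, also chosen on these samples, so their results are not independent of that choice.

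Gene symbols came from the array's annotation, which gives a single symbol for 13318 probe sets, several for 86 and none for 10724; for the genes of Table 1 the probe set and symbol were those of Table 1. Named in the text are the genes the paper names, those of Table 1, for each comparison the 10 genes with the smallest unadjusted p among probe sets with a single symbol and the same direction in at least 5 of 6 cows, and of each list the 3 members with the smallest unadjusted p; the values of Table 1 had been seen when this rule was set. The tests, lists, naming rule and most alternatives were chosen before the data were examined; leaving out the day 21 pair of cow 1, and counting distinct gene symbols, were chosen after. The fit was tested on simulated data with changes of 0.5, 1 and 2 log2 units added to the differences. At an adjusted p under 0.05 it recovered 80.6%, 77.6% and 71.6% of the changes of 0.5 on days 21, 23 and 40. Of the changes of 1 and 2 it recovered 100%. These shares are for the simulated data only and do not give the power on the real arrays. There, 83 probe sets had a change of at least 2-fold from day 21 to day 23, and 0 passed. Alternatives were a fit with no replicate block, cow as a fixed or random block, the spread of each day separately, no moderation, trend and robust moderation, array weights, dim probe sets left out, scaling to 5 reference genes, centring of arrays on their median, control probe sets kept, 1 probe set for each gene, and each cow left out in turn. Counts of probe sets and of gene lists past a threshold, counts of Table 1 genes on days 23 and 40, and the correlations and shares between days were also computed with the glands, or the days within a gland, exchanged within cows in all 32 ways; single genes were not, and for cluster means and single lists the sign flips are this exchange. Milk yields of single cows, the RT-qPCR values and the histology were not analysed here. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.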

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

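The tests of ductal epithelium and of inflammation were set before their results were seen, and all other tests of explanations given here were chosen only after the result was seen. A cow was set apart where the gap to the nearest other cow was large against the range of the 6 cows by Dixon's test, which picks about 1 in 20 groups by chance; 15 of 90 groups were picked, where chance gives 4.5.

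Cow 1 stood apart on day 21 in cluster 2 (−2.36), cluster 3 (2.83), and the lists of milk protein (0.28), milk fat synthesis (1.04), lactose synthesis and glucose uptake (0.56), nutrient and ion transporter (1.15), proliferation (−0.33), unfolded protein response (0.62), and serotonin and PTHLH feedback genes (0.64) and adipocyte markers (0.54), and on day 23 in cluster 1 (1.20) and acute phase and innate defence genes (0.87). Against a lower share of secretory cells with all other cell types raised alike, the lists of 8 other cell types had a median of −0.038 in that cow on day 21 and went both ways, and against the scaling of its array, its cluster 1 mean was −2.29 after scaling to reference genes, beyond the lowest other cow at −1.61. A larger share of ductal epithelium in its 2× biopsy may be the source: the mean of 11 keratin, junction, luminal and ductal genes outside Table 1 was −0.76 (SE 0.40), 8 of them lower in the 4× gland, where the other cows had −0.40 to −0.01. Inflammation of that gland cannot be told apart from this, since the mean of 17 acute phase and innate defence genes outside Table 1 was −0.10 (SE 0.22) in that cow, in the range of the other cows (−0.60 to 0.11), while the whole list, with the genes the paper called, had −0.77; a list without those genes cannot exclude it.

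Differential expression differed between day 23 and day 21 in cluster 1 (1.33), cluster 3 (−1.07) and cluster 4 (−1.08), with the same sign in 6 of 6 cows, and in 13 gene lists by camera with a preset correlation, of which none passed with an estimated correlation (adjusted p from 0.226 to 0.436). These were the lists of immediate-early (0.51), complement (0.58), acute phase (0.54, and 0.32 without cow 1), involution (0.35, and 0.23), keratin and junction (0.71), and luminal progenitor and ductal genes (0.91), the markers of myoepithelial cells (0.26), fibroblasts (0.24), macrophages (0.22, and 0.11 without cow 1) and lymphocytes (0.16), and, with a negative change, milk fat synthesis (−0.30), transporter (−0.35) and unfolded protein response genes (−0.26). Selection of genes by the change itself favours opposite signs, and among probe sets selected on day 21 alone 67.8% had the opposite sign on day 23, a share that exchanging glands on day 23 also reached (highest other 73.0%), so this cannot be told apart from chance. Fore glands were biopsied on day 23 and rear glands on day 21, so the end of UFM and the position of the gland cannot be told apart. The departures of each cow from the mean difference of the day had a mean correlation of −0.034 within cows between days 21 and 23.

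Differences on day 40 resembled those on day 21 in the same cow. Each cow's difference was taken here as its departure from the mean difference of all cows on that day. The mean correlation across probe sets of these departures on days 21 and 40 was 0.324 within cows and −0.06 between cows. Removing the mean ties the second value to the first, so −0.06 does not show that cows were unrelated. Of 720 orders of the cows, only the real one gave as high a value within cows (permutation p = 0.00139, the smallest these orders can give). A lasting difference between the rear glands of each cow is therefore a candidate explanation. A carryover of UFM that differs between cows would give the same values, and the design has no cow without UFM to part them.

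Cow 3 stood apart on day 21 in endothelial markers (0.55) and in red blood cell markers (0.28), and cow 1 on day 40 in endothelial markers (−0.36). Among probe sets outside Table 1 with a change of at least 2-fold were those of CYBRD1 (1.71), LTF (1.59), JUN (1.21), KRT15 (1.08), THBS1 (1.055), KLF10 (1.03) and MSTN (−1.02), and a probe set with no gene symbol (1.10). Lists with no gene in Table 1 that passed in camera were unfolded protein response genes (0.23) and myoepithelial markers (−0.20) on day 21, and serotonin and PTHLH feedback genes (0.17) and red blood cell markers (0.16) on day 40, and for the change unfolded protein response genes (−0.26) and myoepithelial (0.26), fibroblast (0.24) and lymphocyte markers (0.16); with an estimated correlation none did (adjusted p from 0.185 to 0.727).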

How the results depend on the processing

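Leaving out the day 21 pair of cow 1 and counting distinct gene symbols were chosen only after the result was seen; the other settings tested here were set before the data were examined. No cluster mean or single gene list past its threshold changed direction under any setting, though the sign differed in 34 of 860 alternatives of single gene lists. Named genes passed no adjusted p of 0.05 under any setting, so only their signs can be compared, and these differed in 107 of 8092 alternatives. The side with more calls held in no comparison: at an unadjusted p under 0.01 it changed under 9 of 19 settings on day 21, 8 on day 23, 7 on day 40 and 5 for the change, and at an unadjusted p under 0.05 under 6, 6, 4 and 5. Those on day 21 under 0.01 were the spread of each day separately, no moderation (445 higher and 320 lower in place of 599 and 636), trend and robust moderation (539 and 450), scaling to reference genes, array weights, cows 3, 4 or 6 left out, and the pair left out; those on day 40 were the spread of each day separately, dim probe sets left out (381 and 534 in place of 699 and 604), scaling to reference genes, centring on the median, 1 probe set for each gene, cow 4 left out and the pair left out; and those for the change were no moderation, trend and robust moderation, scaling to reference genes, and cows 5 or 6 left out. Under the other settings the cluster means kept their side of the threshold in 30 of 32 alternatives, and 2 no longer passed: cluster 3 on day 21 as a median over the cluster (0.81) and its change after scaling to reference genes (−1.14). With a cow left out the cluster means stayed within 1 SD between cows, and those that had passed kept their direction. Both were bound to hold. Leaving out 1 of 6 cows cannot move a mean by 1 SD. Means that had passed had the same sign in 6 of 6 cows. The smallest p with 5 cows is 0.0625, so none can pass. No call of a cluster mean was shown to hold with a cow left out. The 4 correlations and shares stayed within the SD of their values under exchanged glands, which is wide, in 36 of 36, counts of probe sets within 1.5 times in 344 of 453, and counts of gene lists in 51 of 72. Of single gene lists 770 of 860 alternatives kept their side of the threshold, 68 no longer passed and 22 passed anew. Counts that moved are given by setting, with those at an unadjusted p under 0.05 before those under 0.01; the cause was not tested, except that 1 probe set for each gene and distinct gene symbols count fewer items by construction. The main counts were 3826 and 1235 on day 21, 635 and 67 on day 23, 4910 and 1303 on day 40, 2593 and 607 for the change, and 83 for a change of at least 2-fold. With no replicate block they were 1858 and 258, 277 and 32, 2932 and 560, and 1082 and 122; within the 2× glands 2367 and 462, and within the 4× glands 410 and 64. With cow as random block the counts under 0.01 were 720 on day 21 and 318 for the change, and with cow as replicate block 397 for the change; of the genes of Table 1, 63 lower on day 21 and 28 lower on day 40 became 62 and 25 with cow as replicate block, and 60 and 20 with cow as random block. The spread of each day separately gave 2479 and 359 on day 21, 110 on day 23 and 384 for the change (both under 0.01), and no moderation 765, 105 and 398 for those days and the change under 0.01, with 1 on day 21 at an adjusted p under 0.05. Array weights gave 2217 and 529, then 1033 and 162 on day 23, and 27 for 2-fold changes. With 1 probe set for each gene the counts were 1658 and 516, 232 and 23, 1698 and 412, and 1146 and 283, with 39 for 2-fold changes, and as distinct gene symbols 2036 and 702, 342 and 32, 2296 and 633, and 1393 and 360. On day 23 scaling to reference genes gave 375 and 28, and leaving out dim probe sets 43 under 0.01. Without the day 21 pair of cow 1 the counts were 1338 and 234 on day 21, 109 on day 23 under 0.01, 1373 and 287 for the change and 25 for 2-fold changes. Leaving out each cow in turn gave 1569 to 4416 and 341 to 1539 on day 21, 50 to 128 on day 23 under 0.01, 2646 to 6618 and 480 to 2325 on day 40, 1193 to 2979 and 263 to 782 for the change, and 19 to 141 for 2-fold changes. Within the 2× glands it gave 1443 to 4905 and 266 to 1693, within the 4× glands 554 to 1043 and 97 to 227, and at an adjusted p under 0.05 0 to 1 for the change and within either gland. Of the genes of Table 1, 7 higher on day 23 became 0 with no replicate block, 3 with cow as replicate or random block, 32 with the spread of each day separately, 1 with no moderation, 4 with trend and robust moderation, 11 without the day 21 pair of cow 1, and 2 to 8 with a cow left out. Those lower on day 40, 28, became 11 with no replicate block, 14 with no moderation, 17 with trend and robust moderation, and 5 to 41 with a cow left out. Adjusted over the list alone, 26 were lower and 7 higher on day 21 without the day 21 pair of cow 1, against 53 and 10 without cow 1. With no replicate block 6 were higher on that day. On day 23, 9 were higher with the spread of each day separately. On day 40, 31 were lower with that setting, 17 after scaling to reference genes, 25 without the pair and 0 to 13 with a cow left out. With an estimated correlation 0 gene lists passed in any comparison. With a cow left out, 3 to 5 lists were higher on day 21, 0 to 3 higher and 0 to 1 lower on day 23, 0 to 3 higher and 1 to 4 lower on day 40, and 3 to 5 had a negative change; with dim probe sets left out, 1 was higher and 0 lower on day 40. Signal over background limits the probe sets near the background, of which 7491 had a mean log2 value under 5, and the top of the range limits CSN2.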

Differences from the paper's values

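Leaving out the day 21 pair of cow 1 and counting distinct gene symbols were chosen only after the result was seen, and the other settings were set before the data were examined. The fold changes of 225 entries of Table 1 were within a log2 value of 0.0063 of those computed here, and its 289 p-values within 0.00081. The counts compared here are of probe sets, at the paper's thresholds.

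The paper's count of genes with a reversal or reduction at P < 0.05 is 1637, and 2593 probe sets had a change here. The values did not differ by the rule of 1.5 times with cow as replicate block (2149), cow as random block (1920), the spread of each day separately (2093), no moderation (2272), dim probe sets left out (2134), scaling to reference genes (2171), array weights (1890), 1 probe set for each gene (1146), or without replicate 1 (1193), 3 (1764) or 6 (2186). They differed with no replicate block (1082), trend and robust moderation (2586), arrays centred on the median (2538), control probe sets kept (2596), and without replicate 2 (2979), 4 (2783) or 5 (2952). Counting distinct gene symbols, chosen after seeing the values, gave 1393, and leaving out the day 21 pair of cow 1, also chosen after seeing the values, 1373; of the 75 genes of Table 1 with a change here, the first drops 29 and the second 7.

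On day 23 the paper's count at P < 0.01 is 42, and 67 probe sets passed here. The values did not differ with no replicate block (32), cow as replicate block (49), dim probe sets left out (43), scaling to reference genes (28), or without replicate 2 (50) or 3 (58). They differed with cow as random block (65), the spread of each day separately (110), no moderation (105), trend and robust moderation (74), arrays centred on the median (72), array weights (162), control probe sets kept (67), 1 probe set for each gene (23), and without replicate 1 (94), 4 (128), 5 (71) or 6 (123). Counting distinct gene symbols, chosen after seeing the values, gave 32 and drops 0 genes of Table 1, of which 0 pass this threshold; without the day 21 pair of cow 1 the count was 109.

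On day 40 the paper's count at P < 0.01 is 785, and 1303 probe sets passed here. The values did not differ with no replicate block (560), cow as replicate block (1083), cow as random block (1121), no moderation (1025), trend and robust moderation (947), dim probe sets left out (915), scaling to reference genes (1115), or without replicate 1 (712), 3 (550), 4 (948) or 5 (1134). They differed with the spread of each day separately (1329), arrays centred on the median (1326), array weights (1951), control probe sets kept (1305), 1 probe set for each gene (412), and without replicate 2 (2325) or 6 (480). Counting distinct gene symbols, chosen after seeing the values, gave 633 and drops 3 of the 8 genes of Table 1 past this threshold; without the day 21 pair of cow 1 the count was 1870.

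S100A12, which the paper counts as lower on day 21, had −0.66 and did not pass an unadjusted p of 0.05; it passed without replicate 2 and without replicate 4. Table 1 itself gives it a P of 0.077 on that day, so that this count in the paper's text differs from the paper's own table as well. The same holds on the other days. The P printed in Table 1 is at most 0.05 for 7 genes higher on day 23 and 28 lower on day 40. These are the counts found here, where the paper's text gives 8 and 29. At a printed P under 0.05, the paper's threshold on day 40, the count of lower genes is 27. The paper places LRP2 and MSTN among genes higher in the 4× gland both during UFM and afterwards. On day 40 LRP2 had −0.01 and MSTN −0.36, with MSTN lower in 5 of 6 cows; LPIN1, of the same group, was higher with 0.23, and on day 21 all of them were higher, with 0.96, 0.83 and 0.93. For LRP2 the fold change on day 40 was 1.06, 1.04 and 1.03 without replicates 2, 3 and 4, and a further probe set of MSTN had 0.22. Table 1 itself gives both genes as lower in the 4× gland on day 40, by fold values of 1.01 and 1.28, the same signs as here. The paper states that its results were not significantly changed by a normalization to reference genes. After scaling to 5 reference genes chosen here, the cluster means kept their signs on each day. The share of positive differences at an unadjusted p under 0.01 was 5.02% on day 40 and 25.0% on day 23, in place of 53.6% and 55.2%. On day 21 it was 50.9% in place of 48.5%. The scaling moves all probe sets of an array alike, so these shares shift with it and cannot decide on the paper's statement. On day 40 the reference genes differed by 0.30 in cow 1, and by a mean of −0.004 without it.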

Other observations

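The tests of gene lists within glands, and the look at the signal of CSN2, were chosen only after the result was seen.

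Genes of milk protein had a mean differential expression of 0.05 ± 0.12 (SD, n = 6 cows) on day 21, higher in 4 of 6 cows (adjusted p = 0.215 from camera), and 0.01 without cow 1. CSN2 had a mean log2 level of 15.04 in the 4× glands, at the top of the range of the arrays, and the same value in both glands of 4 of 6 cows, so that a difference could not be measured there. Of the genes of lactose synthesis and glucose uptake (0.12 ± 0.22, adjusted p = 0.0683; 0.03 without cow 1, and adjusted p = 0.0437 without cow 6), UGP2, which makes UDP-glucose, had 0.32 (SE 0.11) and the glucose transporter SLC2A1 0.32 (SE 0.11), higher in the 4× gland in 6 of 6 cows, and without cow 1 0.15 and 0.13. In the serotonin and PTHLH feedback list (0.17 ± 0.24, adjusted p = 0.0755; 0.07 without cow 1, and adjusted p = 0.0362 and 0.0446 without cows 2 and 6), PTHLH, a hormone of calcium mobilization, had 0.71 (SE 0.22) in 6 of 6 cows, and 0.31 without cow 1. MAOA, which breaks down serotonin, had 0.30, 0.27 and 0.27 (SE 0.10) on days 21, 23 and 40, higher in 6, 6 and 5 of 6 cows (adjusted p = 0.184, 1 and 0.19 from limma). Proliferation genes had −0.08 ± 0.14 (adjusted p = 0.0683; −0.02 without cow 1, and adjusted p = 0.0228 without cow 4), apoptosis genes −0.06 ± 0.07 (0.268), with BOK, a promoter of apoptosis, at −0.39 (SE 0.10), lower in 6 of 6 cows, and genes of GH, IGF-1 and prolactin signalling −0.06 ± 0.07 (0.331).

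Of the other cell types on day 21, lymphocyte and plasma cell markers had −0.09 ± 0.09 (adjusted p = 0.0637 from camera), fibroblast and stromal markers −0.12 ± 0.36 (0.106) and endothelial markers 0.10 ± 0.23 (0.0864). Single cows ran from −0.54 in cow 6 to 0.34 in cow 3 for the fibroblast list. For the endothelial list cow 3 had 0.55, and the other cows lay between −0.135 and 0.105. Adipocyte markers had 0.07 ± 0.24 (0.328), red blood cell markers 0.04 ± 0.12 (0.328), skeletal muscle markers 0.11 ± 0.15 (0.215) and reference genes an adjusted p = 0.478; without cow 1 the adipocyte and muscle means were −0.02 and 0.05. Red blood cell markers had 0.28 in cow 3 and between −0.06 and 0.06 in the other cows. Calls appeared with cows left out, for lymphocyte markers without cow 1 (0.00249) and cow 3 (0.0327), endothelial markers without cow 1 (0.0141) and cow 4 (0.0228), and fibroblast markers without cow 3 (0.00102) and cow 5 (0.0246). Within glands from day 21 to day 23, keratin and junction genes had −0.60 ± 0.74 in the 2× gland, lower in 5 of 6 cows (exact sign-flip permutation test, p = 0.0625), and −0.35 without cow 1, and 0.11 ± 0.19 in the 4× gland, and 0.07. Transporter genes had −0.09 ± 0.05 in the 4× gland, lower in 6 of 6 cows (exact sign-flip permutation test, p = 0.031), and 0.26 ± 0.48 in the 2× gland, or 0.08 without cow 1. Proliferation genes had 0.04 ± 0.02 in the 4× gland, higher in 6 of 6 cows, the only other of 48 such tests to reach that smallest p, and the tests were not corrected for their number. The complement pathway genes of Table S2, chosen by the paper on these samples, had −0.72 ± 0.54 on day 21 (adjusted p = 0.00399; adjusted p = 0.113 with an estimated correlation), lower in 6 of 6 cows.

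The glands were exchanged within cows in all 32 ways to ask whether chance can be excluded. Taken alone, it can for the count of probe sets with a change of at least 2-fold, 83 with a highest other of 69. That is 1 of 21 results exchanged in this way, each with 1 chance in 32 of being the highest, and the count was 19 without cow 1, so it does not exclude chance over the results as a whole. It cannot for the counts at an unadjusted p under 0.01: 1235 on day 21 (highest other 1372), 67 on day 23 (615), 1303 on day 40 (2418) and 607 for the change (862). Nor can it at an unadjusted p under 0.05: 3826 (4629), 635 (2525), 4910 (6644) and 2593 (3258). For genes of Table 1 in the same direction, 7 on day 23 and 28 on day 40 had highest others of 9 and 41. With days exchanged within cows, 1178 in the 2× glands and 186 in the 4× glands had highest others of 2922 and 230. The counts of gene lists were 11, 1, 7 and 13, with highest others of 14, 9, 11 and 15. The correlation of differences was 0.549 for days 21 and 40 (highest other 0.647) and −0.25 for days 21 and 23 (0.337), the latter −0.09 without cow 1 and −0.17 without cow 3. On day 23, 24 of the 32 ways gave at least the real count at an unadjusted p under 0.01, and 18 at an unadjusted p under 0.05.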
